# Stromal Hedgehog signalling is downregulated in colon cancer and its restoration restrains tumour growth

**DOI:** 10.1038/ncomms12321

**Published:** 2016-08-05

**Authors:** Marco Gerling, Nikè V. J. A. Büller, Leonard M. Kirn, Simon Joost, Oliver Frings, Benjamin Englert, Åsa Bergström, Raoul V. Kuiper, Leander Blaas, Mattheus C. B. Wielenga, Sven Almer, Anja A. Kühl, Erik Fredlund, Gijs R. van den Brink, Rune Toftgård

## Abstract

A role for Hedgehog (Hh) signalling in the development of colorectal cancer (CRC) has been proposed. In CRC and other solid tumours, Hh ligands are upregulated; however, a specific Hh antagonist provided no benefit in a clinical trial. Here we use Hh reporter mice to show that downstream Hh activity is unexpectedly diminished in a mouse model of colitis-associated colon cancer, and that downstream Hh signalling is restricted to the stroma. Functionally, stroma-specific Hh activation in mice markedly reduces the tumour load and blocks progression of advanced neoplasms, partly via the modulation of BMP signalling and restriction of the colonic stem cell signature. By contrast, attenuated Hh signalling accelerates colonic tumourigenesis. In human CRC, downstream Hh activity is similarly reduced and canonical Hh signalling remains predominantly paracrine. Our results suggest that diminished downstream Hh signalling enhances CRC development, and that stromal Hh activation can act as a colonic tumour suppressor.

## Abstract (web summary)

The Hedgehog signalling pathway can drive tumorigenesis. Here, the authors show that in a colitis-associated colon cancer model downstream Hedgehog signalling is restricted to the stroma and its over-activation can inhibit tumorigenesis, associated with activation of BMP signaling.

The Hedgehog (Hh) signalling pathway is one of the major regulators of embryonic development. Later in life, it can drive tumorigenesis: mutations that lead to cell-autonomous Hh pathway activation cause nearly all basal cell carcinomas, as well as subsets of medulloblastomas and rhabdomyosarcomas^1^. By contrast, the majority of solid tumours, including colorectal cancer (CRC), rarely carry mutations in Hh genes^2^. Instead, in CRC, Hh ligand expression is upregulated and conflicting data suggest either a paracrine role for Hh ligands in shaping a tumour-supportive microenvironment^3^ or autocrine pathway activation that promotes metastasis^4^.

Under homeostatic conditions, the main intestinal ligand, Indian hedgehog (Ihh), is secreted by differentiated enterocytes, whereas downstream signalling is activated exclusively in the stroma^5^. In the ‘canonical' Hh signalling cascade, binding of the ligand to the inhibitory receptor Patched 1 (Ptch1) leads to derepression of the activating receptor Smoothened (Smo), thereby initiating a signalling cascade that culminates in the stromal activation of the Glioma-associated oncogene (Gli) proteins, Gli1, Gli2 and Gli3 (ref. 5). *Gli1* expression is considered the most reliable indicator of downstream pathway activity, whereas Hh interacting protein (*Hhip*), *Ptch1* and its homologue *Ptch2* are further common downstream targets^6^.

The SMO antagonist, vismodegib, has recently been approved for the treatment of basal cell carcinomas^7^. Motivated by the upregulation of Hh ligands in CRC, a clinical trial with vismodegib added to first-line therapy in metastatic CRC was recently completed, but yielded a negative result^8^. A trial with vismodegib in pancreatic cancer, in which Hh ligands are similarly overexpressed, had an equally discouraging outcome^9^, whereas a further pancreatic cancer study using another SMO antagonist was halted due to an inferior outcome in the inhibitor-treated group^10^. Collectively, these clinical data challenge the paradigm of a tumour-promoting stroma shaped by Hh signalling and contest a putative oncogenic role for cancer cell-autonomous Hh activation in these tumour types.

Functionally, the stromal response to the Hh ligand is part of a paracrine loop that controls differentiation of the intestinal epithelium^11^. Diminished Hh signalling evokes an expansion of the intestinal stem cell compartment and leads to impaired enterocyte differentiation, as well as activation of Wnt signalling, the central oncogenic driver pathway in CRC^11^,^12^,^13^,^14^.

Given this discrepancy between data suggesting a tumour-promoting role for Hh in CRC on one hand and its pro-differentiating role under homeostatic conditions, together with negative results from clinical trials, on the other hand, we sought to get a more precise picture of the role played by Hh in colorectal tumourigenesis. Using Hh reporter mice, we provide evidence that downstream Hh signalling activity is reduced in murine colon tumours. Functionally, diminished Hh signalling promotes colitis-associated colonic tumourigenesis in mice, whereas stroma-specific Hh activation markedly curtails tumour development. Similarly, human CRCs harbour diminished expression of Hh downstream targets despite upregulated expression of the ligand, Sonic Hh (*SHH*). Together, our data suggest that stromal activation of Hh signalling can function as a suppressor of colorectal carcinogenesis.

## Results

### Reduced stromal Hh signalling in murine colonic tumours

To induce colonic tumours in mice, we employed a chemical model based on injection of the mutagenic agent azoxymethane (AOM), followed by repeated oral treatment with dextran sodium sulphate (DSS) to induce epithelial damage and subsequent colitis (Fig. 1a)^15^. Tumours in this model recapitulate central aspects of human CRCs as they consistently exhibit mutations in the genes for adenomatous polyposis coli (*Apc*) or catenin β1 (*Ctnnb1*)^16^, and, less frequently, in *Kras*^17^. We consider this model particularly well suited to our purposes, as it can be combined readily with *Cre-LoxP* models to modify epithelial and mesenchymal Hh signalling, and because tumours arise specifically in the colon but not in the small intestine.

To assess downstream Hh signalling activity, we first subjected *Gli1* reporter mice harbouring a β-galactosidase knock-in to *Gli1* (*Gli1*^*lacZ/+*^ mice^18^), to AOM/DSS treatment, and then visualized Gli1 expression with whole-mount X-gal staining. Although non-malignant mucosa stained strongly, X-gal staining was weak to absent in AOM/DSS-induced tumours (Fig. 1b). Histological analysis revealed Gli1 expression exclusively in the stroma and reduced X-gal staining in the tumours (Fig. 1c,d).

Real-time quantitative PCR confirmed reduced *Gli1* expression in tumours from wild-type (wt) mice, with a congruent reduction of the Hh targets, *Hhip* and *Gli2* (Fig. 1e). Remarkably, expression of the receptor, *Ptch1*, and its homologue, *Ptch2*, as well as the main intestinal ligand, *Ihh*, was dissociated from attenuated downstream Hh signalling (Fig. 1e), whereas all tumours demonstrated increased Wnt activity, as expression of the Wnt targets, *Axin2* and Leucine-rich repeat-containing G-protein coupled receptor 5 (*Lgr5*) was upregulated (Fig. 1e). RNA *in situ* hybridization (ISH) confirmed that downregulation of stromal *Gli1* can occur despite high *Ihh* expression in the adjacent tumour cells (Fig. 1f).

Given that Hh downstream signalling in the intestine is exclusively stromal^5^, the reduced expression of downstream Hh targets could be the result of a reduction in the number of stromal cells. To explore this possibility, we used immunofluorescence (IF) to stain for the intermediate filaments desmin, vimentin and α-smooth muscle actin simultaneously. This marker combination covers the majority of normal and cancer-associated non-inflammatory stromal cells, for which no specific single marker exists^19^. However, we saw no differences in the amount of stromal cells between normal mucosa and adjacent tumours, indicating that stromal cell loss is not the reason for diminished expression of Hh downstream targets (Supplementary Fig. 1a–c).

Immunohistochemistry (IHC) of β-catenin in tumours from *Gli1*^*lacZ/+*^ mice revealed its nuclear translocation in areas of low stromal Gli1 expression (Fig. 1g), substantiating a model in which the stromal downstream Hh signal is diminished in areas of high epithelial Wnt activity. In line with this, we found that the expression of p-Smads1/5—markers of epithelial differentiation driven by bone morphogenetic protein (BMP) signalling that are highly expressed in differentiated enterocytes^20^—correlated spatially with stromal Gli1 (Fig. 1h).

Hence, colonic tumour development in the AOM/DSS model is unexpectedly associated with a diminution in the stromal Hh response. To explore Hh expression in a different colon cancer model, we probed RNA-sequencing data from tumours in which Apc activity is regulated by a doxycycline-dependent short hairpin RNA (shRNA) (Gene Expression Omnibus (GEO) data set GSE67186 and ref. 21). We found that these non-inflammatory colon tumours recapitulated the expression pattern of the AOM/DSS model, in that expression of the downstream Hh targets, *Gli1*, *Gli2*, as well as *Gli3*, was reduced significantly and was dissociated from expression of the ligands, *Ihh* (unchanged) and *Shh* (increased), as well as the receptor *Ptch1* (increased) (Supplementary Fig. 2a–c).

### Increased tumour burden upon diminished Hh signalling

In the murine colon, *Ihh* messenger RNA expression exceeds that of *Shh* by several orders of magnitude (Supplementary Fig. 2a and refs 22, 23), and an *Shh* conditional knockout model revealed a limited phenotype strictly confined to the terminal ileum^24^. To assess whether reduced Hh signalling can promote malignant transformation in the colon, we used a genetic model in which the main intestinal ligand, *Ihh*, can be knocked out by Tamoxifen (Tam) administration to *VillinCreER;Ihh*^*flox/flox*^*;R26-LSL-ZsGreen* mice (hereafter *Ihh*^*ΔVil*^), simultaneously activating expression of a conditional fluorescent reporter. Although prolonged loss of *Ihh* in intestinal epithelial cells leads to intestinal stem cell accumulation, loss of differentiated cells and activation of the Wnt pathway, it does not, by itself, result in adenoma formation^12^. However, when we exposed *Ihh*^*ΔVil*^ mice to AOM/DSS (Fig. 2a), we found a significant increase in the tumour burden compared with controls (Fig. 2b). The ZsGreen reporter (indicating successful *Cre*-mediated recombination) persisted throughout normal and tumourous epithelium, demonstrating a permanent loss of *Ihh* and strongly suggesting that tumour development is not dependent on *Ihh* expression (Fig. 2c). Indeed, *Ihh* mRNA was barely detectable in *Ihh*^*ΔVil*^ mice, *Shh* did not increase significantly and stromal downstream Hh targets were reduced (Fig. 2d and Supplementary Fig. 3a,b). It is worth noting that *Ihh*^*ΔViI*^ mice lost more weight than controls after DSS treatment and had a higher mortality, which may imply that enhanced inflammatory activity contributes, at least partly, to the increased tumour frequency in this model (Supplementary Fig. 3c,d).

In a subsequent experiment, we used vismodegib to antagonize canonical Hh signalling at the level of the receptor Smo (Fig. 2e). Twice daily administrations of vismodegib (25 mg per kg body weight) led to a significant reduction in downstream Hh target gene expression (Supplementary Fig. 3e). We treated C57BL/6 wt mice with either vismodegib or vehicle and employed high-frequency ultrasound (US) with intraluminal contrast to assess polypoid colonic lesions at high resolution (Supplementary Movies 1 and 2 and ref. 25). We found that inhibition of canonical Hh signalling with vismodegib had an effect similar to the *Ihh* knockout, in that it led to more frequent and larger tumours (Fig. 2f,g). However, we observed no significant differences in terms of weight loss or mortality due to colitis (Supplementary Fig. 3f,g).

Taken together, the data demonstrated that canonical downstream Hh signalling is attenuated in murine colorectal carcinogenesis, and that Hh inhibition can further accelerate tumour development.

### Stroma-specific activation of Hh signalling

To visualize Hh target cells in a near-native setting, we crossed *Gli1CreER*^*T2*^ mice to *Rosa26-LSL-tdTomato* reporter mice, yielding inducible *Gli1CreER*^*T2*^*;Rosa26-LSL-tdTomato* mice. Seven days after administration of Tam, we found *tdTomato*^*+*^ cells exclusively residing in the stroma, including a mixed population of cells expressing the cytoskeletal proteins desmin, vimentin and α-sma (Fig. 3a). Gli1 expression remained exclusively stromal after DSS-induced epithelial damage, as indicated by analysis of both the *Gli1*^*lacZ/+*^ and *Gli1CreERT2;tdTomato* reporter mice (Supplementary Fig. 4a–d), indicating that downstream Hh signalling is not activated ectopically in damaged epithelium.

In *Gli1CreER*^*T2*^ mice, *Cre* is knocked in to the endogenous *Gli1* locus^18^; thus, the loss of one functional *Gli1* allele alters downstream Hh signalling. To circumvent this problem in further experiments aimed at activating Hh signalling specifically in stromal cells, we used mice expressing *Cre* from a transgenic collagen, type I, α2 (*Col1a2*) promoter^26^. Analysis of Tam-induced *Col1a2CreER;R26-LSL-tdTomato* reporter mice confirmed recombination in an exclusively stromal cell population (Fig. 3b) and collagen 1 protein expression overlapped with tdTomato expression in *Gli1CreER*^*T2*^*;Rosa26-LSL-tdTomato* mice (Fig. 3c). We found that *Col1a2CreER* targets a persistent cell population as indicated by abundant tdTomato^+^ fibroblasts 100 days after recombination (Fig. 3d). As the *Col1a2* transgene is expressed in a wide range of organs^26^, we administered the active metabolite 4OH-Tam intraluminally, to minimize systemic effects in subsequent experiments, where we employed *Col1a2CreER*-expressing mice to activate Hh signalling specifically in the stroma (Fig. 3e and Supplementary Fig. 5).

### Hh activation antagonizes colonic tumour development

To activate Hh signalling in *Col1a2*^*+*^ cells, we crossed *Col1a2CreER* mice to *Ptch1neo[Δ]Ex2[Δ]* mice with LoxP-sites flanking exon 2 of *Ptch1* (ref. 27), creating *Col1a2CreER;Ptch1*^*flox/+*^ mice (hereafter *Ptch1*^*Col1(het)*^mice). In this model, Tam treatment leads to the knockout of one *Ptch1* allele specifically in *Col1a2*-expressing stromal cells. Challenged with AOM/DSS (Fig. 4a), *Ptch1*^*Col1(het)*^ mice developed significantly fewer and smaller tumours than controls, revealing a protective effect of stromal Hh activation on colorectal carcinogenesis (Fig. 4b,c). Following the loss of one *Ptch1* allele, *Gli1* expression increased significantly in tumour tissue, whereas the effect in normal mucosa was less pronounced, probably reflecting background Hh activity in homeostasis (Fig. 4d). In line with this, we found no phenotypical differences between wt littermates and *Ptch1*^*Col1(het)*^ mice during a 6-month follow-up after recombination (data not shown). Moreover, we observed no differences between *Ptch1*^*Col1(het)*^ mice and control animals with respect to their sensitivity to DSS treatment or mucosal immune cell composition at the endpoint of the AOM/DSS protocol (Supplementary Fig. 6a,b). In tumours from *Ptch1*^*Col1(het)*^ mice, *Gli1* transcripts were enriched in the stromal compartment as expected (Supplementary Fig. 6c,d), yet the amount of stroma did not differ significantly between tumours from control animals and those from *Ptch1*^*Col1(het)*^ mice, as assessed by IF (Supplementary Fig. 6e). Importantly, treatment of *Ptch1*^*Col1(het)*^ mice with vismodegib (Fig. 4e) overcame the protective effect of Hh activation, indicating that it is largely mediated in a Smo-dependent manner (Fig. 4f,g). Using *Ptch1*^*Col1(het)*^ mice, treated with vismodegib, and harbouring an additional inducible tdTomato allele, we confirmed that *Col1a2CreER*-targeted cells remained exclusively stromal throughout the AOM/DSS protocol (Fig. 4h), showing that Hh activation remains confined to the stroma in this model.

The loss of one *Ptch1* allele had a marked effect on tumour development, yet it did not detectably influence the course of the DSS-induced colitis. Nevertheless, a role for Hh in modulating the immune infiltrate in the colon cannot be excluded and previous studies have suggested that stromal Hh signals can act as modifiers of the intestinal immune response^11^,^14^. To investigate the effect of Hh activation in a sporadic carcinoma model, we induced tumours in *Ptch1*^*Col1(het)*^ mice and controls with consecutive AOM injections in the absence of DSS^15^ (Fig. 4i). In accordance with AOM/DSS-treated mice, stromal Hh activation attenuated tumour development in this model (Fig. 4j,k).

Collectively, our results indicated that Hh-driven stromal signals can counteract the neoplastic transformation of overlying epithelial cells.

### Diminished BMP inhibitor expression upon Hh activation

To investigate the functional consequences of stromal Hh activation in greater depth, we performed gene expression analysis on colonic tissue from *Ptch1*^*ΔCol1*^ mice, in which one pulse of Tam induces homozygous inactivation of *Ptch1* in the stromal compartment, resulting in activation of Hh signalling in normal mucosa.

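RNA was taken from 1 cm of whole colon in 4 Ptch1ΔCol1 mice and 4 controls lacking Cre, 7 days after tamoxifen. The paper gives the dose as 5 mg per mouse, and the sample labels give the same amount relative to body weight. Whole colon holds epithelium, lamina propria, lymphoid tissue and muscle, so each value is a mean over these cell types. Each group had 3 females and 1 male. Of the controls, 2 carried a floxed Ptch1 allele on one chromosome and 2 carried a reporter that the sample labels name R26-tdTomato. The labels of 2 Ptch1ΔCol1 mice name R26-LSL-tdTomato, and the 2 names are taken here as one reporter allele, which the labels do not state. The arrays were of 1 colour, and the authors normalized them by robust multi-array average, which gives log2 values, here with 2 decimals. Array medians lay between 4.69 and 4.8. The mean correlation of an array with the 7 others was from 0.992 to 0.993, except in Ptch1ΔCol1 replicate 3, the male of that group, where it was 0.988. Of the 41345 transcript clusters, 23521 have 1 gene symbol, 1814 have several and 16010 have none in the probe table used here. This left 22180 genes, each represented by its brightest transcript cluster.

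Among these genes, 4 rose and 2 fell in Ptch1ΔCol1 mice at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment (10 rose and 2 fell when each array was centred on its median, and 4 rose and 1 fell after quantile normalization). Gli1, Hhip, the tight junction gene Cldn1 and the protamine gene Prm1 rose, and Rsl1, a zinc finger gene, and B930095G15Rik fell. B930095G15Rik had a log2 fold change of -0.67 (standard error 0.08, adjusted p = 0.0431 from limma). Its second transcript cluster had a log2 fold change of -0.11 (standard error 0.09). Cldn1 had a log2 fold change of 1.33 (standard error 0.16, adjusted p = 0.0431 from limma), Prm1 one of 1.15 (standard error 0.13) and Rsl1 one of -1.29 (standard error 0.16), both at the same adjusted p. Rsl1 was at 6.54 in control replicate 4 and from 5.94 to 6.04 in the other controls. It lies near Ptch1 on chromosome 13, where 12 genes, Ptch1 and others among the 50 measured on each side of it, had an unadjusted p under 0.01. The groups did not overlap for 1191 genes, 5.37% of those tested, where chance alone gives 2.86%. Without Ptch1ΔCol1 replicate 1, without any 1 control, with sex in the model or against the Ptch1fl/+ controls alone, Gli1 passed and no other gene did. Gli1 and Hhip passed without Ptch1ΔCol1 replicate 4, 4 genes rose without replicate 2, 10 rose and 2 fell without replicate 3, and against the R26-tdTomato controls alone limma called 0 genes (606 higher and 703 lower at an unadjusted p under 0.05). The number of arrays limits the precision of each value.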

Gene expression data confirmed the upregulation of Hh targets (false discovery rate (fdr)=0.001), dominated by *Gli1*, *Ptch1*, *Ptch2*, and *Hhip* (Fig. 5a,b upper left panel and Supplementary Tables 1 and 2). 

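Gli1, the transcription factor whose own expression reports Hh signalling, rose in Ptch1ΔCol1 mice from 5.02 ± 0.18 to 6.38 ± 0.03 (log2 units, SD, n = 4 mice per group). This is a log2 fold change of 1.36 (standard error 0.10, adjusted p = 0.00203 from limma; transcript cluster 17245874). Hhip, which encodes a membrane protein that binds Hh ligands, rose from 7.64 ± 0.16 to 9.48 ± 0.51 (SD, n = 4), a log2 fold change of 1.84 (standard error 0.22, adjusted p = 0.0431 from limma). Ptch1, the Hh receptor, was at 8.59 ± 0.14 in controls and 9.40 ± 0.23 in Ptch1ΔCol1 mice (SD, n = 4). Its log2 fold change of 0.82 (standard error 0.13) did not pass over all genes (adjusted p = 0.139 from limma), although no Ptch1ΔCol1 mouse overlapped with a control (two-sided exact permutation test, p = 0.029, the smallest that 4 mice against 4 allow). According to the paper's Supplementary Table 1 the floxed allele still gives mRNA, so the Ptch1 level does not show that the allele was deleted.

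Hhip did not pass without Ptch1ΔCol1 replicate 1 or 2 or without any 1 control. Nor did it pass with sex, the reporter allele or the replicate number in the model, in females alone or against either kind of control alone. Of 13 measured Hh target genes in a list set beforehand, 7 were higher and 6 lower. Of these 2 rose and none fell over all genes, and 5 rose when adjusted over the list alone (Gli1, Ptch1, Hhip, Foxf2 and Foxl1). The paper names 4 of these from the same mice, so their direction is not independent evidence, and Foxf2 was singled out after its value was seen. The list passed camera (adjusted p = 9.55e-05), but not with an estimated correlation (adjusted p = 0.39 with an estimated correlation). In the paper's Hedgehog pathway set, reported by the study from these mice and so not independent evidence, 19 of 22 members were measured, with 8 higher and 11 lower. Over all genes 1 of them rose, and when adjusted over the list alone Hhip, Ptch1, Tgfb2 and Stil rose and Ihh, an epithelial Hh ligand, fell. Tgfb2 had a log2 fold change of 0.49 (standard error 0.14, adjusted p = 0.405 over all genes from limma) and Ihh one of -0.37 (standard error 0.11, adjusted p = 0.434). In the list of Hedgehog ligands and co-receptors set beforehand Ihh did not pass (adjusted p = 0.102 over that list), and the groups overlapped for it (two-sided exact permutation test, p = 0.0571). The set had a normalized enrichment score of 1.99 in GSEA by gene set permutation (Benjamini-Hochberg fdr = 0.00317 over 4 sets). Its median log2 fold change was -0.03 and its mean 0.16, and the members behind the score were Hhip, Ptch1, Tgfb2, Stil and Gli2. The set did not pass camera (adjusted p = 0.134; p = 0.385 before adjustment with an estimated correlation), nor fry (p = 0.264 before adjustment). It passed camera without Ptch1ΔCol1 replicate 3 (adjusted p = 0.00826) and in females alone (adjusted p = 0.0193), in a range up to 0.934 over the alternatives. The GSEA fdr was 0.0629 without Ptch1ΔCol1 replicate 1 (score 1.50) and 0.152 with mice permuted in place of gene sets (score 1.43), the highest of the alternatives.

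**Figure D1:**
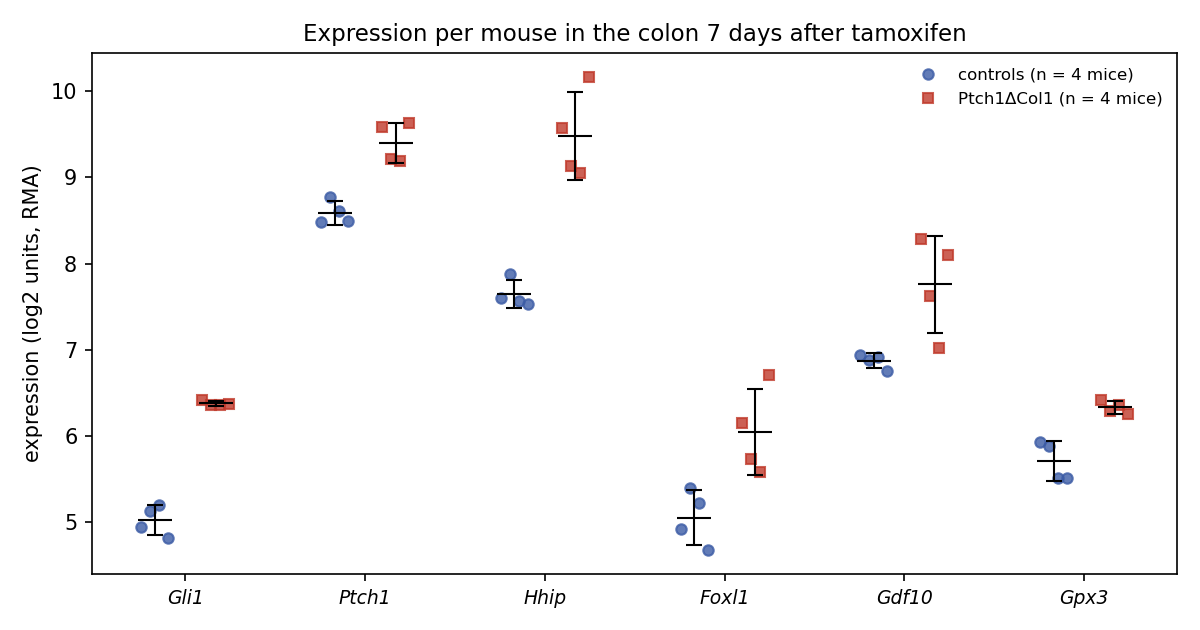
Expression of Gli1, Ptch1, Hhip, Foxl1, Gdf10 and Gpx3 in each mouse, in log2 units (vertical axis), with circles for controls and squares for Ptch1ΔCol1 mice and bars for the mean and SD of 4 mice. For each of these genes the lowest Ptch1ΔCol1 mouse lies above the highest control.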

Gene set enrichment analysis (GSEA) indicated a significant enrichment of transcripts associated with enterocyte differentiation (fdr=0.086), such as intestinal alkaline phosphatase (*Alpi*) or the brush border myosin Ia gene (*Myo1a*) (Fig. 5b upper right panel and Supplementary Table 3).

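Alpi, which encodes intestinal alkaline phosphatase, was at 5.28 ± 0.16 in Ptch1ΔCol1 mice and 4.85 ± 0.45 in controls (log2 units, SD, n = 4). Its log2 fold change was 0.43 (standard error 0.20, adjusted p = 0.558 from limma), and the groups overlapped (exact permutation test, p = 0.171). Myo1a, a motor protein of the brush border, had a log2 fold change of 0.15 (standard error 0.12, adjusted p = 0.731 from limma), again with overlap (exact permutation test, p = 0.314). No member of the brush border set passed on its own, over all genes or when adjusted over the list alone, and all 9 members had positive log2 fold changes. The set as a whole had a normalized enrichment score of 1.55 in GSEA (fdr = 0.0410), past the paper's threshold of 0.25. It passed camera (adjusted p = 0.0334), but not with an estimated correlation (adjusted p = 0.39 with an estimated correlation). The camera call was also lost without Ptch1ΔCol1 replicate 2 or 3 or control replicate 2, and in females alone (0.162, the largest adjusted p over the alternatives other than an estimated correlation and fry). The study reported this gene ontology set from these same mice, so its direction here is not independent evidence.

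Of 20 differentiated colonocyte markers in a list set beforehand, 18 were higher and 2 lower, with none past the test, adjusted over the list alone or over all genes. Clca4a, a surface colonocyte gene, had a log2 fold change of 0.76 (standard error 0.23, adjusted p = 0.428 from limma), with control replicate 2 at 9.49 and the other controls from 8.90 to 8.99. For Krt20, a keratin of differentiated colonocytes, it was 0.27 (standard error 0.10). The list passed camera at an adjusted p of 0.000328 (adjusted p = 0.49 with an estimated correlation), and its mean overlapped between the groups (exact permutation test, p = 0.143).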

By contrast, Hh activation led to reduced expression of colonic stem cell-associated genes (fdr=0.0313), including *Lgr5*, *Cdca7* and *Cdk6*, all of which are restricted to the stem cell compartment at the crypt base (Fig. 5b lower left panel and Supplementary Table 4)^28^. 

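Lgr5, the marker of crypt-base stem cells, was at 7.36 ± 0.43 in Ptch1ΔCol1 mice and 8.01 ± 0.14 in controls (log2 units, SD, n = 4). Its log2 fold change was -0.65 (standard error 0.19, adjusted p = 0.410 from limma), with no overlap between the groups (exact permutation test, p = 0.029). A second transcript cluster of Lgr5 had a log2 fold change of -0.18 (standard error 0.10), and the mean of both clusters one of -0.41. Cdk6, a cell cycle kinase, had a log2 fold change of -0.35 (standard error 0.12, adjusted p = 0.449 from limma), also without overlap. For Cdca7 it was -0.21 (standard error 0.10, adjusted p = 0.567 from limma), and the groups overlapped (exact permutation test, p = 0.114). Cftr, the chloride channel, had one of -0.40 (standard error 0.10, adjusted p = 0.348 from limma), with control replicate 2 at 10.26 and the other controls from 10.06 to 10.08.

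Of the 26 members of the Lgr5-related set, 21 were lower and 5 higher, and none passed, over all genes or when adjusted over the list alone. The set, reported by the study from these mice and so not independent evidence, had a normalized enrichment score of -1.81 in GSEA (fdr = 0.00655). The mean of the set lay below every control in every Ptch1ΔCol1 mouse (exact permutation test, p = 0.029). It passed camera at an adjusted p of 0.000652 (adjusted p = 0.39 with an estimated correlation). Of 17 crypt-base stem cell markers in a list set beforehand, which shares genes with that set, 16 were lower and 1 higher. None passed when adjusted over the list alone or over all genes, and the list passed camera (adjusted p = 6.77e-05; adjusted p = 0.39 with an estimated correlation). Without Ptch1ΔCol1 replicate 3, the male that stands apart, the difference in the mean of this list was -0.13 in place of -0.21, the Lgr5-related set did not pass camera (adjusted p = 0.073; 0.162 in females alone), and its GSEA score was -1.21 (fdr = 0.200). On log2 values, with the SD floor of 0.2 of the mean taken on that scale, the GSEA score was -1.06 (fdr = 0.377), which ends the call. Ranked by limma's moderated statistic, also computed from log2 values, the set kept the call with a score of -1.89 (fdr = 0.00519).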

ISH confirmed the reduced expression of *Lgr5*, whereas *Gli1* was increased as expected (Supplementary Fig. 7a,b). These effects of augmented stromal Hh signalling were paralleled by a marked reduction in secreted BMP inhibitors such as Gremlin 1 (*Grem1*) and Noggin *(Nog)* (fdr=0.092) (Fig. 5b lower right panel and Supplementary Table 5). 

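Grem1, which encodes the secreted BMP antagonist Gremlin 1, was at 9.01 ± 0.29 in Ptch1ΔCol1 mice and 9.44 ± 0.11 in controls (log2 units, SD, n = 4). Its log2 fold change was -0.43 (standard error 0.14, adjusted p = 0.449 from limma), and the groups overlapped (exact permutation test, p = 0.114). Control replicate 1 was at 9.60 and the other controls from 9.37 to 9.40. Nog, which encodes Noggin, had a log2 fold change of -0.18 (standard error 0.10, adjusted p = 0.624 from limma), also with overlap (exact permutation test, p = 0.143). Chrdl1 had one of -0.24 (standard error 0.11, adjusted p = 0.549 from limma) and Bambi, a decoy receptor, one of -0.15 (standard error 0.13). Chrd and Sostdc1 were at 0.02 (standard error 0.17) and 0.01 (standard error 0.08), values that turn negative when some mice are left out or weighted down.

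Of the 16 measured members of the set of negative regulators of BMP signalling, 11 were lower and 5 higher, and none passed, over all genes or when adjusted over the list alone. The set had a normalized enrichment score of -1.66 in GSEA (fdr = 0.0202). It passed camera (adjusted p = 0.0427; adjusted p = 0.39 with an estimated correlation), and its direction is not independent evidence, since the study reported it from these mice. The camera call held in 6 of 15 alternatives other than an estimated correlation and fry (largest adjusted p 0.193) and was lost without Ptch1ΔCol1 replicate 2, 3 or 4 or control replicate 2, 3 or 4. The set also holds intracellular regulators such as Smurf1 and Map3k7. Of 14 secreted BMP antagonists in a list set beforehand, 8 were higher and 6 lower, none passed over the list alone or over all genes, and the list did not pass camera (adjusted p = 0.991). Its median log2 fold change was 0.01 and its mean -0.00. Grem1, Nog, Chrdl1, Chrdl2, Twsg1 and Cer1 were the lower ones. Fst, Fstl1, Fstl3, Nbl1, Bmper and Sost, all higher, are not in the paper's set, so the list mean is no measure of that set. Fst, which encodes follistatin, had a log2 fold change of 0.43 (standard error 0.16, adjusted p = 0.510 from limma).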

Interestingly, *Gdf10* (also known as *Bmp3b*), a member of the BMP family exhibiting Hh-dependent expression, at least in the brain^29^, was among the top 50 upregulated genes (Fig. 5a).

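Gdf10 was at 7.76 ± 0.57 in Ptch1ΔCol1 mice and 6.87 ± 0.09 in controls (log2 units, SD, n = 4), a log2 fold change of 0.89 (standard error 0.23, adjusted p = 0.381 from limma). The groups did not overlap (exact permutation test, p = 0.029), and by the GSEA score of 1.06 Gdf10 stood at place 37 of 22180 genes. A list of BMP family ligands set beforehand has 12 genes, among them Bmp1, which encodes a protease and not a ligand. Of these, 8 were higher and 4 lower, none passed over all genes, and when adjusted over the list alone Gdf10 rose and Bmp6 fell. The study names Gdf10 from these mice, so its direction is not independent evidence. Bmp6 had a log2 fold change of -0.69 (standard error 0.18, adjusted p = 0.375 over all genes from limma) and Gdf7 one of -0.40 (standard error 0.15). That list as a whole did not pass camera (adjusted p = 0.307). Of 10 BMP response genes, 7 were lower and 3 higher, none passed over the list alone or over all genes, and the list did not pass camera (adjusted p = 0.520). Id4, a transcriptional regulator, had a log2 fold change of -0.52 (standard error 0.15) and Smad6, an inhibitory Smad, one of -0.22 (standard error 0.13).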

Stroma-specific Hh activation entailed further changes, including alterations in known modifiers of intestinal tumourigenesis. For example, the mesenchymal factor, *Foxl1*, which was upregulated in *Ptch1*^*ΔCol1*^ mice (Fig. 5a), is directly controlled by Gli proteins^30^ and attenuates tumour development in a small intestinal adenoma model^31^. 

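Cilp, an extracellular matrix gene, Pdgfc, a growth factor of the platelet-derived family, Rbp4, the retinol carrier, and Tmem100 were among the genes next in order of p. Their log2 fold changes were 1.29, 0.85, 0.67 and 1.37, with adjusted p from limma of 0.0702, 0.102, 0.111 and 0.139, and none of them overlapped between the groups. On the other side, the potassium channel gene Kcnn3 had a log2 fold change of -0.73 (standard error 0.12, adjusted p = 0.203 from limma) and the transporter gene Slc16a9 one of -0.56 (standard error 0.09, adjusted p = 0.139). Of 19 measured proliferation genes in a list set beforehand, 18 were higher and 1 lower. None passed over all genes, and Rrm2, Mcm3 and Birc5, genes of DNA synthesis and mitosis, rose when adjusted over the list alone. Rrm2 had a log2 fold change of 0.52 (standard error 0.10, adjusted p = 0.264 over all genes from limma) and Mcm3 one of 0.46 (standard error 0.10, adjusted p = 0.286). The second transcript cluster of Rrm2, at a mean of 2.73 on the log2 scale, had a log2 fold change of -0.07. The list passed camera (adjusted p = 1.75e-07; adjusted p = 0.39 with an estimated correlation). All 12 smooth muscle markers were higher, among them Actg2 at 0.35 (standard error 0.10) and Cnn1 at 0.23 (standard error 0.08), with none past the test over the list alone or over all genes. That list passed camera too (adjusted p = 2.05e-05; adjusted p = 0.39 with an estimated correlation). Its mean was -0.24 in control replicate 4, -0.05 to -0.04 in the other controls and -0.03 to 0.18 in Ptch1ΔCol1 mice, and without control replicate 4 the adjusted p was 0.000742. Camera also called the skeletal muscle (adjusted p = 0.0219; 0.39 with an estimated correlation) and adipocyte (adjusted p = 0.00684; 0.54 with an estimated correlation) lists higher in these pieces of colon. The skeletal muscle call was lost without Ptch1ΔCol1 replicate 3, and the adipocyte call without Ptch1ΔCol1 replicate 1 or control replicate 4. Among 22 fibroblast and matrix genes, 15 were higher, 6 lower and 1 the same in both groups, and Mfap5 rose when adjusted over the list alone. Its log2 fold change was 0.84 (standard error 0.15, adjusted p = 0.216 over all genes from limma). The list passed camera (adjusted p = 0.0334; adjusted p = 0.71 with an estimated correlation), but not without Ptch1ΔCol1 replicate 1 or 4 or control replicate 4 (up to 0.573).

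**Figure D2:**
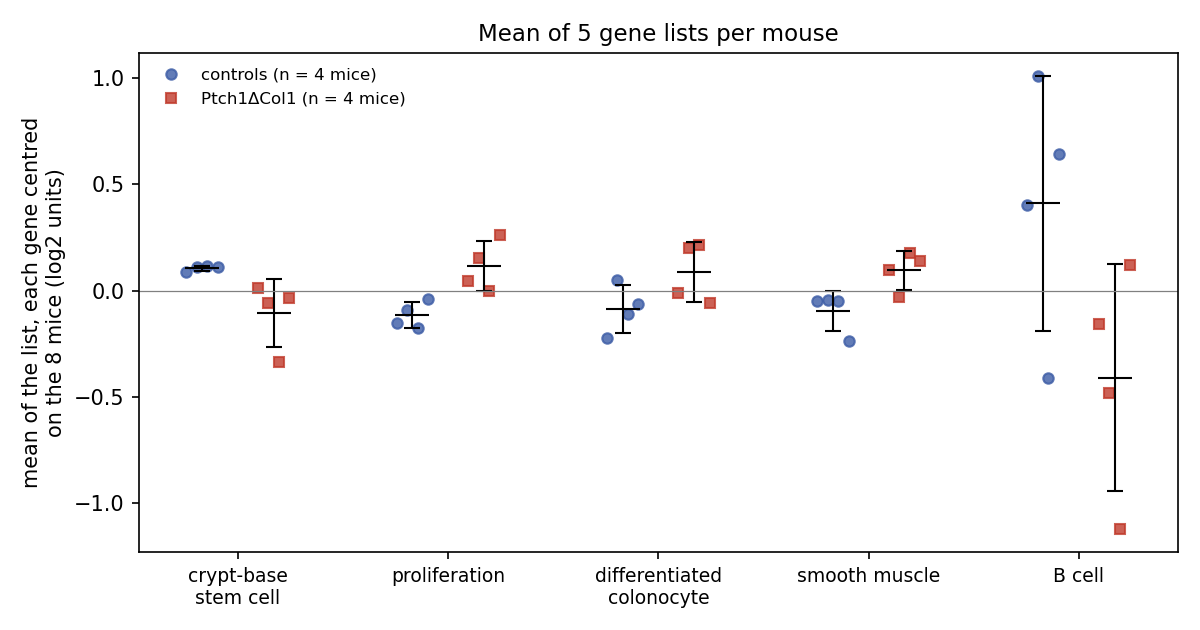
Mean of 5 gene lists in each mouse, each gene centred on its mean over the 8 mice, in log2 units (vertical axis), with circles for controls, squares for Ptch1ΔCol1 mice and bars for the mean and SD of 4 mice. The groups are apart for crypt-base stem cell markers, proliferation genes and smooth muscle markers, and overlap for colonocyte and B cell markers.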

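Foxl1 was at 6.04 ± 0.50 in Ptch1ΔCol1 mice and 5.05 ± 0.32 in controls (log2 units, SD, n = 4). Its log2 fold change was 0.99 (standard error 0.24), with adjusted p = 0.344 over all genes from limma. The groups did not overlap (exact permutation test, p = 0.029). By the GSEA score of 1.08, Foxl1 stood at place 34 of 22180 genes.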

As a further example, the gene encoding plasma glutathione peroxidase (*Gpx3*), which has a protective effect in the AOM/DSS model^32^, was similarly upregulated (Fig. 5a).

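Gpx3 was at 6.33 ± 0.08 in Ptch1ΔCol1 mice and 5.71 ± 0.23 in controls (log2 units, SD, n = 4), a log2 fold change of 0.62 (standard error 0.12, adjusted p = 0.223 from limma). All 4 Ptch1ΔCol1 mice were above all 4 controls (exact permutation test, p = 0.029), and the gene stood at place 40 of 22180 by a GSEA score of 1.04.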

To identify genes that show robust alterations in expression as a result of Hh activation specifically in stromal cells, we analysed two independent data sets: (i) human colonic fibroblasts (Fig. 5c,d) and (ii) murine intestinal mesenchymal cells (Fig. 5e,f), treated with Hh ligands *in vitro* (based on the GEO data sets GSE17840 and GSE29316 (refs 14, 33)). In both cases, activation of canonical Hh signalling was paralleled by significant upregulation of *Foxl1/FOXL1* and significant downregulation of the BMP inhibitor *Grem1/GREM1* (Fig. 5c–f). Other BMP inhibitors such as *Nog/NOG*, *Chrdl1/CHRDL1* and *Sostdc1/SOSTDC1* were significantly downregulated in one of the data sets, but not in both (Supplementary Table 6). Based on these data, we revisited tumours from *Ptch1*^*Col1(het)*^ mice, in which *Gli1* expression is increased (Fig. 4d), and analysed the expression of selected BMP inhibitors using real-time quantitative PCR. In line with the *in vitro* studies, we found that *Grem1* expression is downregulated in tumours from *Ptch1*^*Col1(het)*^ mice compared with controls (Fig. 5g).

Together, the data indicated that stromal Hh activation leads to complex transcriptional changes with a prominent, but not exclusive, role for the modulation of BMP signalling. These changes result in restriction of the colonic stem cell state signature and induction of epithelial differentiation markers.

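Across the gene groups of these arrays, the Hh targets Gli1 and Hhip rose over all genes tested. Gli1 passed in 19 of 20 alternatives and Hhip in 8. No single stem cell, brush border or BMP gene named by the paper passed over all genes. Of the 35 gene lists tested, 9 were higher and 9 lower by camera with a preset correlation at an adjusted p under 0.05. With an estimated correlation none passed (smallest adjusted p = 0.394; 4 had an unadjusted p under 0.05). Nor did any by fry for a shift in 1 direction (smallest adjusted p = 0.108; 8 had an unadjusted p under 0.05). For change in either direction fry gave an unadjusted p of 8e-06 for the Hedgehog pathway set and 1.13e-05 for the Hh target list. Both hold genes that the paper names from these mice. The number of lower lists was 2 without Ptch1ΔCol1 replicate 3, 5 without control replicate 2 and 4 without control replicate 4. From these data together with those of Fig. 5c to Fig. 5g, the paper proposes that stromal Hh activation leads to complex changes in transcription, in which the modulation of BMP signalling has a prominent but not exclusive role.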

### Hh activation blocks the growth of established tumours

AOM/DSS treatment of *Ptch1*^*ΔCol1*^ mice led to severe morbidity and mortality, precluding their use for the study of tumour initiation (Supplementary Fig. 7c,d,e). Without AOM/DSS treatment, *Ptch1*^*ΔCol1*^ mice had to be killed several weeks after Tam treatment, as they developed large, cystic stromal tumours predominantly at the ileoceacal junction, which occasionally ruptured or led to gross abdominal distension (Supplementary Fig. 7f,g). Similar tumours have been described in a related model, in which *Ptch1* was specifically inactivated in a more restricted stromal compartment^34^.

Nevertheless, we were able to induce tumours with AOM/DSS in *Ptch1*^*ΔCol1*^mice that had not received Tam previously and we used this model to activate Hh signalling in established tumours. It has recently been shown that high levels of Wnt signalling are necessary for tumour maintenance, and that restoration to homeostatic Wnt levels causes tumour regression^21^. This prompted us to ask whether activated stromal Hh signalling might restrain tumour growth in a similar manner. Once AOM/DSS-induced lesions of similar sizes were detected, we used three-dimensional (3D) μUS to monitor tumour volumes over time in *Ptch1*^*ΔCol1*^ mice and control mice after Tam administration (Fig. 6a,b). Using *Col1a2CreER;R26-LSL-tdTomato* mice, we confirmed that tdTomato^+^ cells were directly adjacent to the tumour cells (Fig. 6c).

One week after Tam treatment, delayed growth was evident in tumours from *Ptch1*^*ΔCol1*^ mice compared with littermate controls (Fig. 6d). Over the course of several weeks, tumours with Hh-activated stroma frequently entered permanent macroscopic growth arrest or, in the case of smaller lesions, showed regression, whereas tumours in control animals progressed (Fig. 6d and Supplementary Movies 1 and 2). IHC analysis of cleaved caspase-3 (Fig. 6e) and Ki67 (Fig. 6f) indicated increased tumour cell apoptosis and diminished proliferative activity, respectively, following stromal Hh activation.

To assess whether *Grem1* is reduced as a consequence of stromal Hh activation in the tumours, we used RNA ISH and semi-quantitatively evaluated the staining intensity^35^. Although *Grem1* was strongly expressed in the tumour stroma of control mice, expression was significantly reduced in *Ptch1*^*ΔCol1*^ mice (Fig. 6g). In addition, tumour-epithelial p-Smad1/5 staining was consistently more abundant in tumours from *Ptch1*^*ΔCol1*^ mice, indicating increased epithelial BMP downstream activity as a result of the augmented stromal Hh signal (Fig. 6h).

### Diminished downstream Hh response in human colon cancer

Based on the unexpected expression patterns of Hh pathway members in murine tumours, we decided to re-assess Hh expression in human CRC in more detail, including the pathways' downstream targets. To this end, we first analysed microarray gene expression data from The Cancer Genome Atlas (TCGA), representing 155 colon cancer patients^2^. Although *SHH* was upregulated in carcinomas as previously reported^3^, *IHH* was moderately downregulated (Fig. 7a). As in the mouse model, the downstream targets, *GLI1* and *HHIP*, were downregulated (Fig. 7b) and, strikingly, no correlation between *GLI1* and Hh ligand expression was observed (Fig. 7c). In addition, we found that the BMP targets, *ID1* and *ID2*, were significantly downregulated in the carcinomas, whereas *GREM1* and *NOG* expression increased, albeit not significantly in the case of *GREM1* (Fig. 7d). Moreover, expression of the BMP ligands, *GDF10/BMP3b* and *BMP5*, was reduced significantly (Fig. 7d).

In some colon cancer cell lines with mutations in *KRAS* or *BRAF*, cancer cell-autonomous *GLI1* activation has been described^36^. However, we found no correlation between the presence of mutated *KRAS* or *BRAF* and *GLI1* mRNA levels (Supplementary Fig. 8a). Instead, there was a weak but significant correlation between mutations in the *APC* gene and low *GLI1* levels (Supplementary Fig. 8a).

*GLI1* mRNA levels correlated well with stromal gene expression signatures in the TCGA data set (Supplementary Fig. 8b), indicating that activation of downstream Hh signalling is largely confined to the stromal compartment. To confirm this further, we probed gene expression data from CRC patient-derived xenografts, in which murine stromal cells replace the human stroma after transplantation (based on GEO GSE56710 and GSE35144 data sets)^37^. In the xenografts, expression of the ligands, *SHH* and *IHH*, was exclusively epithelial, whereas downstream signalling was largely restricted to the stroma, as transcripts of *GLI1* (>75%) and *GLI2* (95%), as well as *HHIP* (100%) were predominantly or exclusively murine (Fig. 7e).

To assess gene expression in the different cellular compartments in a more quantitative manner, we analysed Hh and BMP pathway components in CRCs sorted for epithelial cells (CD45^−^, Epcam^+^), leukocytes (CD45^+^, Epcam^−^) and stromal cells (CD45^−^, Epcam^−^; based on the GEO39395 data set)^38^. We found a similar pattern to that in the xenografts, such that downstream Hh targets were enriched in the stroma to a highly significant degree, whereas ligand expression was epithelial (Fig. 7f,g). *GREM1* and the BMP ligand *BMP5* were enriched significantly in the stromal fraction, in keeping with the results from the mouse model, whereas tumour cells expressed *BMP4* in several cases. Of note, the Hh co-receptor *CDON* and *PTCH1* were expressed in the tumour cells at a level similar to that seen in the stroma, although this did not lead to increased expression of Hh downstream targets in the epithelial compartment (Fig. 7f).

In summary, the results obtained from different CRC cohorts demonstrated that human colon cancer exhibits a marked decrease in downstream Hh target gene expression, which is predominantly, if not exclusively, of a stromal nature.

## Discussion

Under homeostatic conditions, the mode of intestinal Hh signalling is exclusively paracrine, from the ligand-secreting epithelium to the receptive underlying stroma^11^,^39^. However, a role for cell-autonomous downstream Hh activity in colon cancer cells has been suggested, in particular at later tumour stages, in which Hh activation drives metastasis^4^,^40^.

In the current study, our analyses of stromal and epithelial gene expression strongly suggest that there is little, if any, cell-autonomous Hh downstream activity in colon cancer cells (Fig. 7e,f). Together with the marked overall downregulation of *GLI1* and *HHIP* (Fig. 7b), these results provide consistent evidence that stromal downstream Hh activity is diminished in colon cancer. However, as some CRC cell lines are dependent on *GLI1* (refs 36, 40), it is possible that downstream Hh signalling might play a role in a tumour cell subpopulation. On the other hand, most CRC cell lines do not express a complete set of Hh downstream targets^41^. Aside from a role for canonical Hh signalling, it has previously been suggested that Hh ligands can prevent colon cancer cells from entering apoptosis by binding to the dependence receptor, CDON, in an autocrine manner (independent of the role of CDON as a Hh co-receptor)^42^. As we find that *CDON* is expressed in the tumour cell compartment (Fig. 7f), this leaves a possible tumour-promoting role for a non-canonical SHH/CDON/PTCH1 axis, acting independently of downstream Hh signalling (Fig. 7h).

In contrast to carcinomas, human colonic adenomas from patients with familial adenomatous polyposis as well as small intestinal adenomas from *Apc*^*lox15*^ mice exhibit increased levels of *IHH/Ihh* and *GLI1/Gli1* (ref. 12). In *Apc*^*lox15*^ mice the presence of *Ihh* is required for adenoma development^12^, whereas in the AOM/DSS model *Ihh* loss fuels tumourigenesis (Fig. 2a). Importantly, treatment of later stage small intestinal murine adenomas with Hh inhibitors promoted, rather than restricted, tumour growth in the *Apc*^*min*^ model^12^. Almost all functional data on intestinal Hh signalling from *in vivo* models have thus far been acquired in the small intestine^11^,^12^,^13^,^14^,^43^. However, the tissue architecture and cellular composition of the small intestine differ considerably from those of the colon, in which the vast majority of human intestinal cancers arise. It is therefore noteworthy that colonic tumours in mice, whether they are induced chemically with AOM/DSS (Fig. 1), or genetically, as in the ShApc model^21^ (Supplementary Fig. 2), recapitulate the Hh expression pattern seen in human CRCs^12^. Hence, tissue-specific properties of the small intestine and colon may explain the different requirements in the two locations with regard to dependence on Hh signalling.

Across various colon cancer mouse models and in human CRC, downstream Hh activity can be lost despite increased ligand expression (Figs 1 and 7, and Supplementary Fig. 2). This might be the result of alterations in stromal gene expression programmes that render stromal cells indifferent to the epithelial ligand^44^. An alternative explanation has recently been proposed by Shyer *et al*.^45^, who found that during development Hh ligands are concentrated at the villus tips merely as a result of the physical folding of the epithelium. This leads to Hh activation in the stroma and differentiation of the epithelium at the villus tips^45^. It is tempting to speculate that, as a result of perturbations in the tissue architecture during tumourigenesis, ligand concentrations are insufficient to activate downstream Hh signalling in the tumour stroma. Interestingly, in the Apc-shRNA model, the expression of *Gli1*, *Gli2*, and *Hhip* is consistently reduced further in tumours carrying an additional mutation in *Kras* (Supplementary Fig. 2c), which show higher levels of dysplasia than tumours in Apc-shRNA animals, as well as invasive behaviour, supporting a model in which disrupted tissue architecture interferes with ligand availability and induction of the stromal Hh response^21^. Moreover, in our hands, AOM/DSS-induced tumours occasionally displayed signs of invasion through the *muscularis mucosae* (Supplementary Fig. 9 and refs 16, 46).

Although the AOM/DSS model recapitulates the Hh expression pattern of human CRC as well as parts of the mutagenic landscape of sporadic human colon cancers^16^, tumour development is accelerated by colitis, which is not a self-evident feature of most human carcinomas. Nevertheless, sporadic colorectal carcinogenesis is characterized by, and is dependent on, a complex inflammatory cell infiltrate and immunocompromised mice are protected from both inflammatory-associated and sporadic colon tumours^47^,^48^. On a clinical note, our data indicate that caution is warranted particularly when using Hh antagonists in patients with inflammatory bowel disease, who are at an increased risk of developing CRC^49^. However, together with data from pancreatic and bladder cancer, in which Hh antagonism similarly accelerates carcinogenesis^50^,^51^, our results point to the possibility that treatment with Hh antagonists could increase the risk for several solid malignancies, including CRC.

Functionally, the data suggest a dominant, but not exclusive role for BMP modulation as a mediator of stromal–epithelial crosstalk. BMP signalling is active in adenomas, but is downregulated in CRCs^52^ (Fig. 7d) and thus mirrors the expression pattern of downstream Hh effectors. In sporadic CRC, high *GREM1* expression is associated with treatment resistance and inferior survival^53^. Moreover, ectopic epithelial expression of GREM1 causes hereditary mixed polyposis syndrome, which is characterized by the appearance of multiple colonic polyps that frequently progress to carcinomas^54^. This can be modelled in mice, where ectopic Grem1 expression leads to the reacquisition of stem cell properties in differentiated cells^53^, which are consequently able to initiate intestinal neoplasia. We show that, as a consequence of Hh activation, attenuated BMP inhibitor expression is conversely associated with diminution of the intestinal stem cell signature (Fig. 5a,b). Thus, it seems plausible that loss of stromal BMP inhibitors due to the activation of stromal Hh signalling (Fig. 5b) may have the potential to restrain colonic tumour initiation and progression (Fig. 7h).

The importance of paracrine Hh signalling in tumour–stroma cross-talk has been recognized for more than a decade—yet accumulating data now indicate that Hh-driven signals might represent exploitable targets that are not limited to colon cancer therapy, but extend to other cancer types.

## Methods

### Mice

C57BL/6 mice (referred to as wt) were obtained from Scanbur, Sweden, and used at >8 weeks of age. All mice were on a C57BL/6 background. *Gli1*^*lacZ/+*^ and *GliCreER*^*T2*^ mice were a kind gift from Fritz Aberger, whereas *R26-LSL-tdTomato* (*B6.Cg-Gt[ROSA]26Sortm14[CAG-tdTomato]Hze/J*) and *Col1a2CreER* (*B6.Cg-Tg[Col1a2-cre/ERT]7Cpd/J*) mice were obtained from the Jackson Laboratory (Bar Harbor, USA). *Ptch1*^*fl/+*^ mice have been described previously^27^. For *IhhΔ*^*Vil*^ mice, *VillinCreER*^*T*2^ mice were crossed with *Ihh*^*flox/flox*^ mice and *Rosa26-ZSGreen* mice, to generate *VillinCreERT2-ZsGreen-Ihh*^*flox/flox*^ animals.

Mice receiving DSS were assessed daily in a cumulative score until recovery (weight, movement and body posture, piloerection, skin condition, food consumption, excretions and breathing). Littermates were used as controls and experimental groups were housed in one cage wherever possible. In the case of *Cre/Lox-p* models, the control animals lacked either the *Cre* or floxed alleles or both.

### Chemical models of CRC

AOM (Sigma-Aldrich, A5486) at 12.5 mg kg^−1^ bodyweight was administered intraperitoneally (i.p.) on day 0 and DSS (DB001; Tdb Consultancy, Sweden) was initiated at a concentration of 2% on day 5 and was administered for 5 days^15^. DSS cycles were repeated twice with 14 days of normal drinking water in between. All DSS preparations were renewed after 2 days. For the sporadic model, AOM was administered i.p. once a week at 12.5 mg kg^−1^ body weight for 10 consecutive weeks.

For *IhhΔ*^*Vil*^ mice specifically, 10-week-old animals were injected i.p. with 1 mg Tam (T5648; Sigma-Aldrich) for 5 consecutive days. Two weeks after Tam initiation, mice were injected with AOM (10 mg kg^−1^) and received drinking water supplemented with 1.75% DSS for 4 days, which was then changed to untreated drinking water. During weeks 5 and 8, the mice received 1.25% DSS for 4 and 3 days, respectively. The DSS concentration and treatment duration were adjusted due to augmented weight loss. After 12 weeks, the mice were killed.

### Vismodegib and Tam treatment

Vismodegib (V-4050, LC Laboratories) was administered i.p.^55^,^56^ in dimethyl sulfoxide twice daily at 25 mg kg^−1^ body weight for 6 days per week.

For intracolonic administration, 4OH-Tam (H6278; Sigma-Aldrich) was dissolved in 99.5% ethanol, vortexed, further diluted in corn oil (S5007, Sigma-Aldrich) to reach the working concentration and sonicated for 30 min at 37 °C in a water bath. The solution was kept at 37 °C in darkness until it was instilled intraluminally at 1 mg 25 g^−1^ bodyweight. Instillation was performed with US guidance under isoflurane anaesthesia (described below). For visualization of the instilled substance with microcomputed tomography (μCT) imaging, 0.1 mg ml^−1^ barium sulphate (Barium Sulphate (#11381499) 97%, Alfa Aesar) was added to the Tam/oil suspension. The μCT was performed under isoflurane anaesthesia (see below) using a Quantum FX μCT imaging system (Caliper Life Sciences, Perkin Elmer, Inc.) a few minutes after administration of the Tam/oil/barium mixture.

For systemic labelling experiments in *Col1a2CreER;R26-LSL-tdTomato* and *Gli1CreER*^*T2*^*;R26-LSL-tdTomato* mice, 5 mg of Tam was dissolved in corn oil using sonication at 37 °C at 20 mg ml^−1^ and injected once i.p.

### Ultrasound

The Vevo 2100 system (Visualsonics, Canada) was used for high-frequency US^57^. Mice were anaesthetized with 1–2% v/v isoflurane (Baxter, KDG9621). Hair over the abdomen was removed using a depilatory cream. The mice were scanned in a supine position on a heating plate (40 °C) with constant cardiovascular monitoring and protective eye ointment. Scans were performed at 40 MHz (probe MS550D; axial resolution 40 μm) using a 3D-motor for *z* axis resolution^57^. For administration of intraluminal contrast during colonic imaging, a plastic gavage tube was advanced carefully via the anus and small amounts of US gel were injected to inflate the colonic lumen gently under US surveillance. The largest tumour cross-sectional area was determined visually. For 3D scanning, the *z* resolution was set to 76 μm and the whole tumour length was scanned. Tumour outlines were drawn manually for each slice and 3D reconstruction was performed using Visualsonics Vevo software (v1-5.0).

### Immunofluorescence

For IF, the colon was removed, faeces were gently washed out with cold PBS and the tissue was immediately frozen on dry ice in Tissue-Tek O.C.T. compound and stored at −80 °C. Sections were cut using a cryotome at 20–100 μm and incubated for 30 min in PBS with 0.5% Triton X-100 (Sigma-Aldrich; T8787) and 0.1% TOPRO-3 (Invitrogen; T3605). Slides were mounted between two coverslips (Menzel, Nr. 1.5 (0.16–0.19 mm)) and scanned using a Zeiss LSM710 confocal microscope in single-photon mode. For antibody staining, 20–100 μm sections were cut in a cryotome and incubated overnight in antibody diluted in PBS plus 0.5% Triton-X-100, 0.5% BSA and 0.5% dimethyl sulfoxide at 4 °C. A species-appropriate secondary antibody (1:250 dilution) was chosen from Alexa Fluor dyes (Invitrogen) using an appropriate wavelength depending on the primary antibody and the presence of endogenous fluorophores. The antibodies and dilutions were as follows: anti-vimentin (Santa Cruz, sc7557, 1:500); anti-desmin (Abcam, ab8592, 1:500); anti-α-sma (Abcam, ab5694, 1:500); anti-collagen1 (Abcam, ab34710, 1:200); anti-β-catenin (Cell Signalling, #9582, 1:100); anti-Ita6 (CD49f, BD Pharmigen, # 555734, 1:100).

### IHC and X-gal staining

For IHC, the colon was incised longitudinally and fixed in 4% paraformaldehyde (PFA) in PBS overnight at 4 °C before routine processing and paraffin embedding. Next, 4 μm sections were baked at 60 °C for 1 h and rehydrated.

The sections were subjected either to a heat-induced epitope retrieval step or to proteinase-induced epitope retrieval, depending on the primary antibody used. Heat-induced epitope retrieval was performed in citrate buffer (pH 6) or DIVA reagent (Biocare Medical, DV2004) using a pressure cooker. Protein-induced epitope retrieval was performed in a 37 °C water bath using 0.05% protease (Sigma). Sections were incubated with antibodies against B220 (eBioscience; clone RA3-6B2; 1:200), CD3 (Dako; #N1580; 1:20), F4/80 (Invitrogen; clone BM8; 1:100), MPO (Dako #A0398; 1:500), β-catenin (Cell Signalling; #9582; 1:100), phospho-smad1/5 (Ser463/465; Cell Signalling; 9516S; 1:50), cleaved caspase-3 (Asp175; Cell Signalling; 9661S; 1:200) or Ki67 (Novocastra; NCL-Ki67p; 1:200) for 1 h at room temperature (RT). After rinsing, the sections were incubated with a biotinylated secondary antibody: donkey anti-rabbit, rabbit anti-rat antibody (Dianova) or rabbit anti-goat (Vector, BA-5000), followed by incubation with alkaline phosphatase-labelled streptavidin (Dako; CD3, B220, F4/80, MPO, β-catenin) for 30 min at RT or streptavidin peroxidase (Invitrogen; for all others). Alkaline phosphatase was revealed with Fast Red (Dako; AR17911-2) and peroxidase was revealed with DAB (Invitrogen; DAB plus reagent kit; #002020). Sections were counterstained with haematoxylin or eosin (for X-gal stained tissue) and slides were mounted with water-based mounting medium (Polyscience; #18606). Negative controls omitted the primary antibodies. Triple-IF was performed with antibodies against desmin (AF3844, R&D, 1:200) and vimentin (#5741, Cell Signalling, 1:100), followed by secondary antibodies as described above together with a Cy3-coupled anti-sma antibody (C6198, Sigma Aldrich, 1:200).

X-gal staining was performed as previously described with slight modifications^27^. Briefly, colon tissue was fixed in 2% PFA/PBS with 0.2% v/v glutaraldehyde for 30 min at RT. Tissues were washed once for 15 min in 2 mM MgCl in PBS plus 0.01 % Nonidet P-40 (BDH Laboratory Supplies; #56009). Tissues were incubated for 15 h at 37 °C in X-gal substrate solution (stock solution: 100 ml of washing buffer, 1 ml of 5 mM potassium ferricyanide, 1 ml of 5 mM potassium ferrocyanide and 2.5 ml of 40 mg ml^−1^ X-gal (Sigma, B9285) in *N*,*N*-dimethylformamide). Specimens were washed once in PBS, fixed in 4% PFA/PBS for 4 h at RT and paraffin embedded.

Microphotographs were taken using a Leica DMLB microscope with a Leica DC300F camera or with a Panoramic MIDI scanner (3DHISTECH), imported with PanoramicViewer software (v.1.15.4). Adobe Photoshop (CS5, v12.1) was used to adjust brightness and contrast. Changes were always applied to the whole image.

The colour deconvolution plug-in for ImageJ was used to quantify DAB and X-gal intensities, and to manually define regions of interest. ‘Periphery' was defined as the outermost area with the strongest X-gal staining. Regions were drawn manually and the pixel intensities for DAB (brown) and X-gal (blue) were quantified on an 8-bit scale.

### RNA *in situ* hybridization

The RNAScope 2.0 High Definition Kit (DAB) (#310035) and the Multiplex Fluorescent Kit (#320850) were used^35^. The following probes were all from Advanced Cell Diagnostics: *Mus musculus* leucine-rich repeat containing G protein coupled receptor 5 (*Lgr5*), #312171; mRNA *M. musculus* GLI-Krüppel family member GLI1 (*Gli1*), mRNA, #311001; *M. musculus Ihh* mRNA, #413096; *M. musculus Grem1* mRNA, #314741; *M. musculus* Ptch1 *mRNA*, #402811. Hybridization was performed according to the manufacturer's protocol with slight modifications (pre-treatment 2 was prolonged to 20 min and the developing time was extended to 15 min). Expression was assessed semi-quantitatively as suggested by the manufacturer from 0 (absent), 1 (sporadic positive cells with single spots), 2 (frequent spots with occasional clusters of signal) to 3 (abundant spots and clusters).

### Real-time quantitative PCR

A 20–30 mg sample of snap-frozen tissue was disrupted using a VDI 12-homogenizator (VWR International) and mRNA was extracted according to the manufacturer's protocol using an RNeasy midi kit (Qiagen, #75142). Real-time PCR was performed using the 7500 Fast Real-Time PCR System (Applied Biosystems). Power Green PCR Master Mix (Applied Biosystems; #4368708) comprised SYBR Green I Dye, AmpliTaq Gold DNA Polymerase, dNTPs, buffer components and ROX as the passive reference dye. The following primers were used: glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*), forward: 5′- GGTGTGAACGGATTTGGCCGTATTG -3′, reverse: 5′- CCGTTGAATTTGCCGTGAGTGGAGT -3′; *Rplp0/ARP*, ribosomal protein, large, P0, forward: 5′- TGCACTCTCGCTTTCTGGAGGGTGT -3′, reverse: 5′- AATGCAGATGGATCAGCCAGGAAGG -3′; GLI family zinc finger 1 (*Gli1*), forward: 5′- CGTTTAGCAATGCCAGTGACC -3′, reverse: 5′- GAGCGAGCTGGGATCTGTGTAG -3′; *Ihh*, forward: 5′- GGCTTCGACTGGGTGTATTA -3′, reverse: 5′- CGGTCCAGGAAAATAAGCAC -3′; *Ptch1* forward: 5′- TTGGGATCAAGCTGAGTGCTG -3′, reverse: 5′- CGAGCATAGCCCTGTGGTTCT -3′; *Shh* forward: 5′- TGGAAGCAGGTTTCGACTGG -3′, reverse: 5′- GGAAGGTGAGGAAGTCGCTGT -3′. *Gli2* forward: 5′- TGAGGAGAGTGTGGAGGCCAGTAGCA -3′, reverse: 5′- CCGGGGCTGGACTGACAAAGC -3′; *Hhip* forward: 5′- TAACGGCCCTTTGGTTGGTGGATTT -3′, reverse: 5′- AGCAAAGCCCAGTGACCAAGCAATG -3′; *Lgr5* forward: 5′- CCAATGGAATAAAGACGACGGCAACA -3′, reverse: 5′- GGGCCTTCAGGTCTTCCTCAAAGTCA -3′; *Axin2* forward: 5′- CAGGAGGATGCTGAAGGCTCAAAGC -3′, reverse: 5′- CTCAAAAACTGCTCCGCAGGCAAAT -3′; *Ihh* forward: 5′- GGCTTCGACTGGGTGTATTA -3′, reverse: 5′- CGGTCCAGGAAAATAAGCAC -3′; *Ptch2* forward: 5′- CCCGTGGTAATCCTCGTGGCCTCTAT -3′, reverse: 5′- TCCATCAGTCACAGGGGCAAAGGTC -3′; *Grem1* forward: 5′- AGACCTGGAGACCCAGAGTA -3′, reverse: 5′- GTGTATGCGGTGCGATTCAT -3′; *Nog* forward: 5′- AAGGATCTGAACGAGACGCT -3′, reverse: 5′- GCGAAGTAGCCATAAAGCCC -3′; *Chrd* forward: 5′- GATGCTGTTCCCACTGCAC -3′, reverse: GGCCCATCCTCTTGGTCATA -3′; and *Bambi* forward: 5′- CGCCACTCCAGCTACTTCTT -3′, reverse: 5′- TGAGCAGCATCACAGTAGCA -3′.

### Gene expression microarrays

RNA was isolated from 1 cm of fresh-frozen whole colonic tissue from *Col1a2CreER;Ptch1*^*fl/fl*^ mice (*n*=4) and controls (*n*=4) starting 1.5 cm proximal to the anus. RNA quality was assessed using the Agilent 2200 Tape Station system; RNA integrity numbers >8 were considered sufficient. Affymetrix Mouse Gene ST 2.0 arrays were used. Robust multi-array average median polish procedures were applied for normalization. For GSEA analyses^58^, the GSEA Java plug-in v2.1.0 was used to probe non-log-transformed normalized expression data with standard settings (with the exception that the permutation type was set to ‘gene_set' and gene sets <15 genes were permitted). Gene lists were derived either from publications as indicated, from the Molecular Signature Database (www.broadinstitute.org/gsea/msigdb), or from gene ontology searches via the AmiGO2 database v 2.1.4 (www.geneontology.org), curated to include ‘manual assertion' and ‘experimental evidence', and excluding ‘sequence similarity evidence' (see also Supplementary Tables 2–5 for the gene sets used).

### TCGA query

Processed microarray data for colon adenocarcinoma (AgilentG4502A_07_3) were analysed using gene expression data obtained from TCGA^2^ accessed via the UCSC Cancer Browser^59^. In total, the data set obtained included expression data for 155 primary tumours and 19 normal tissue samples. All analyses were performed in R (version 3.1.1). Associations between *GLI1* expression and the selected genes were evaluated using Spearman's rank correlation coefficient. The correlations were derived using the rcorr function from the Hmisc package. Differences in expression levels between tumours and normal tissue samples were analysed using the Wilcoxon rank-sum test from the R stats package. Pre-calculated ESTIMATE scores for the TCGA colon adenocarcinoma data were retrieved from the ESTIMATE web repository (http://ibl.mdanderson.org/estimate/)^60^.

### Analysis of GEO data sets

Data for the GEO data sets GSE67186, GSE39395, GSE17840 and GSE29316 were retrieved from the GEO website (http://www.ncbi.nlm.nih.gov/geo). For RNA-sequencing data (GSE67186), DESeq^61^ was used to normalize the raw count data and to test for differential expression comparing both the control (shRenilla) to each treatment group (shAPC and shAPC/Kras) and the treatment groups to each other. Microarray data from Affymetrix Human Genome U133 Plus 2.0 (GSE39395 and GSE29316) and Affymetrix Mouse Genome 430 2.0 arrays (GSE17840) were robust multi-array average normalized using the affy package^62^ and differential expression between treatment groups was analysed using limma^63^. For GSE39395, gene expression in stromal cells was compared with both epithelial cells and leukocytes, whereas in the cases of GSE29316 and GSE17840, Hh-ligand treated cells were compared with untreated or vehicle-treated controls. The expression pattern of *a priori* selected genes was subsequently analysed and differential expression was called based on an fdr< 0.05.

### Statistics

All data (except for microarray and sequencing data) were analysed using GraphPad Prism v6.0e and are presented as the mean and s.e.m. unless otherwise specified in the figure legends. Statistical tests are indicated in the figure legends. All *t*-tests were two-sided. The type 1-error rate was set to 5%, except for GSEA, for which results with an fdr <0.25 were considered significant as previously suggested^58^.

### Study approval

All animal experiments were performed in accordance with local ethical guidelines and with approval from the local ethics committee (the Swedish Board of Agriculture and the Animal Ethics Committee of the Amsterdam Medical Center, The Netherlands).

### Data availability

The gene expression data that support the findings of this study have been deposited at GEO (with the accession code GSE67172); expression data referenced in this study are available in GEO (GSE67186 (ref. 21), GSE39395 (ref. 38), GSE17840 (ref. 14) and GSE29316 (ref. 33)). All other data that support the findings of this study are available from the corresponding author (R.T.) upon request.

## Additional information

**How to cite this article:** Gerling, M. *et al*. Stromal Hedgehog signalling is downregulated in colon cancer and its restoration restrains tumour growth. *Nat. Commun.* 7:12321 doi: 10.1038/ncomms12321 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-9 and Supplementary Tables 1-6.

Supplementary Movie 1 μUS of a Ptch1ΔCol1 mouse prior to Tamoxifen administration Ultrasound (US) of a murine abdomen scanned from the anus rostral to the level of the liver. Note that this scan was performed by moving the US probe manually over the abdomen rather than using a 3D motor. The colonic lumen was gently inflated with US gel (peristaltic waves lead to variation in colon diameter). The colon is the dark (hypoechoic) ventral structure. From frame 209 to frame 231 (indicated at the bottom), a tumour appears on the lower left part of the colonic lumen (corresponding to the dorsal right side of the mouse). A very small mucosal irregularity occurring ventrally in the same area can be assumed. Frames 272 to approximately 330 depict a larger tumour. Here, the kidney is clearly visible as a landmark in the lower right part of the image (dorsal left side of the animal). From frames 359 onwards, a large tumour can be seen, that in additional directed scans did not appear connected to the aforementioned tumour. In the vicinity of this third tumour, liver tissue is visible (from frame 435 onwards). At this time point, Tam was administered (week 0, Fig. 6c).

Supplementary Movie 2 μUS of a Ptch1Col1 mouse after Tamoxifen administration The same mouse seen in Supplementary video 1, scanned 3 weeks after the first scan. Note that the tumours are not discernable in this scan, using the kidney (from approximately frame 200) or liver tissue (from frame 535 onwards) as landmarks. Further scans revealed that the third tumour was still visible.

## Figures and Tables

**Figure 1:**
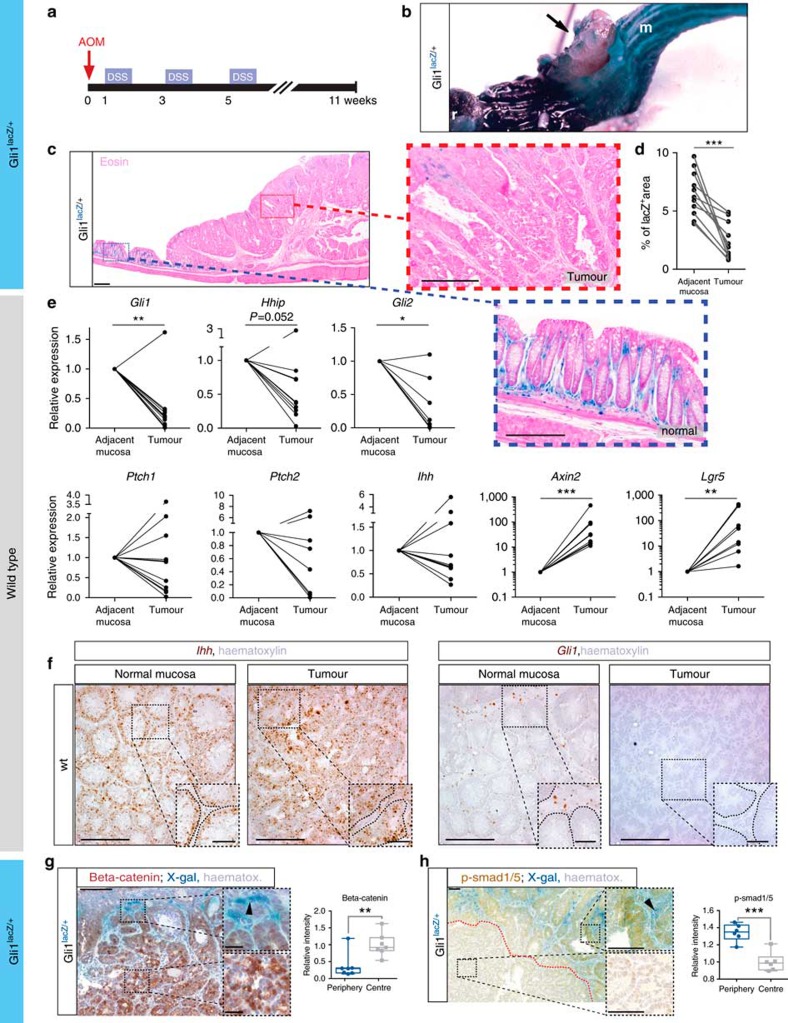
Reduced stromal Hh activity in AOM/DSS-induced colon tumours. (**a**) Schematic of the AOM/DSS protocol. (**b**) Representative example of an X-gal-stained tumour in a *Gli1*^*lacZ/+*^ mouse (from >20 tumours in 11 mice). Arrow indicates the tumour; r, rectum; m, normal mucosa. (**c**) Microscopic appearance of an AOM/DSS-induced tumour in a *Gli1*^*lacZ/+*^ mouse after X-gal staining (representative of *n*=11 tumours from *n*=9 mice). Magnifications of normal mucosa: blue box and neoplastic tissue: red box; scale bars, 100/50 μm. (**d**) Quantification of X-gal-positive area in tumour and adjacent mucosa (*P*=0.0002; paired *t*-test). (**e**) Real-time quantitative PCR (RT-qPCR) for the indicated transcripts from tumours and matched normal mucosa, statistics from paired *t*-tests based on the ΔCT values with multiple test correction (fdr, Benjamini and Hochberg): *P*=0.003 (*Gli1*), *P*=0.052 (*Hhip*), *P*=0.0232 (*Gli2*), *P*=0.199 (*Ptch1*), *P*=0.314 (*Ptch2*), *P*=0.771 (*Ihh*), *P*<0.0001 (*Axin2*) and *P*=0.0016 (*Lgr5*); *n*=11 tumours and adjacent mucosa from 11 wt mice; at least 8 matched pairs analysed for each transcript. (**f**) RNA ISH for *Ihh* and *Gli1* on consecutive sections of the same tumour/mucosa sample; scale bars, 50/10 μm; dashed lines in magnified sections denote epithelial compartment. (**g**) IHC of β-catenin in an X-gal-stained *Gli1*^*lacZ/+*^ tumour indicating mutual exclusivity of epithelial Wnt activation and stromal Gli1; scale bars, 500/50 μm. The graph compares the relative staining intensity of the DAB chromophore at the tumour periphery and centre (*n*=7 tumours, *P*=0.006; box plots; whiskers represent minima and maxima). Arrowhead points to area of positive X-gal staining. (**h**) IHC of p-Smads1/5 in a tumour from a *Gli1*^*lacZ/+*^ mouse. Scale bars, 100 μm. Quantification of DAB intensity shows an increase at the periphery, in parallel to stromal Gli1 (*n*=6 tumours, *P*=0.0002; unpaired *t*-tests in **f** and **g**); data presented as box-and-whisker plots, whiskers represent minima and maxima. Arrowheads point to cells with positive X-gal staining indicating Gli1 expression. *P<0.05, **P<0.01 and ***P<0.001.

**Figure 2:**
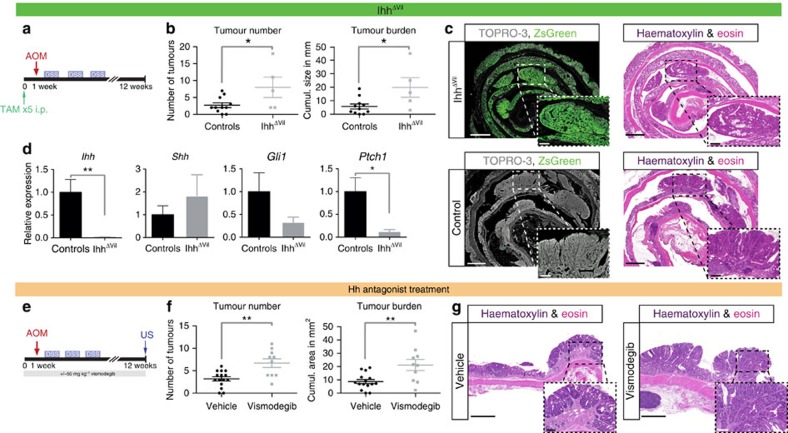
Reduced Hh signalling increases tumour burden in the AOM/DSS model. (**a**) Schematic of Tam and AOM/DSS treatment of *Ihh*^*ΔVil*^ mice. (**b**) Tumour numbers and tumour burden for *Ihh*^*ΔVil*^ mice (*n*=13) and controls (*n*=11 littermates that lacked either the *VillinCreER* allele or floxed *Ihh* alleles or both): 5/13 *Ihh*^*ΔVil*^ mice and 11/11 controls reached the endpoint; *P*=0.0321 (tumour numbers), *P*=0.0215 (tumour burden; both *t*-tests). (**c**) Representative confocal image of ZsGreen reporter fluorescence in an *Ihh*^*ΔVil*^ mouse (upper left panel). Persistent reporter expression indicates enduring loss of *Ihh* in the tumour. Haematoxylin and eosin (H&E) staining of consecutive section (upper right panel). Littermate wt controls are shown in the lower panels. Dashed boxes show magnified areas. Nuclear counterstain: TOPRO-3. Scale bars, 1 mm/250 μm. Representative image of *n*=2 *Ihh*^*ΔVil*^ mice with *n*=8 tumours, in which all tumours expressed ZsGreen, whereas no zsGreen expression was detected in *n*=3 control mice. (**d**) Real-time quantitative PCR (RT-qPCR) for the indicated transcripts in *Ihh*^*ΔVil*^ mice (*n*=5) and controls (*n*=5); *P*=0.003 (*Ihh*), *P*=0.887 (*Shh*), *P*=0.311 (*Gli1*), *P*=0.0142 (*Ptch1*; all *t*-tests, *P*-values after multiple test correction (fdr)). Bars represent mean and whiskers represent s.e.m. (**e**) Schematic of tumour induction, vismodegib treatment and tumour quantification with US; wt C57BL/6 mice received either 25 mg kg^−1^ vismodegib or vehicle (DMSO) twice daily, 6 days per week. (**f**) Tumour numbers and tumour burden for mice treated with vehicle (*n*=16) or vismodegib (*n*=15): 15/16 DMSO-treated and 10/15 vismodegib-treated mice reached the endpoint; *P*=0.0014 (tumour numbers), *P*=0.0036 (tumour burden; both *t*-tests). (**g**) Representative histology of tumours from the indicated treatment groups (H&E); scale bars, 1 mm/200 μm. *P<0.05, **P<0.01 and ***P<0.001.

**Figure 3:**
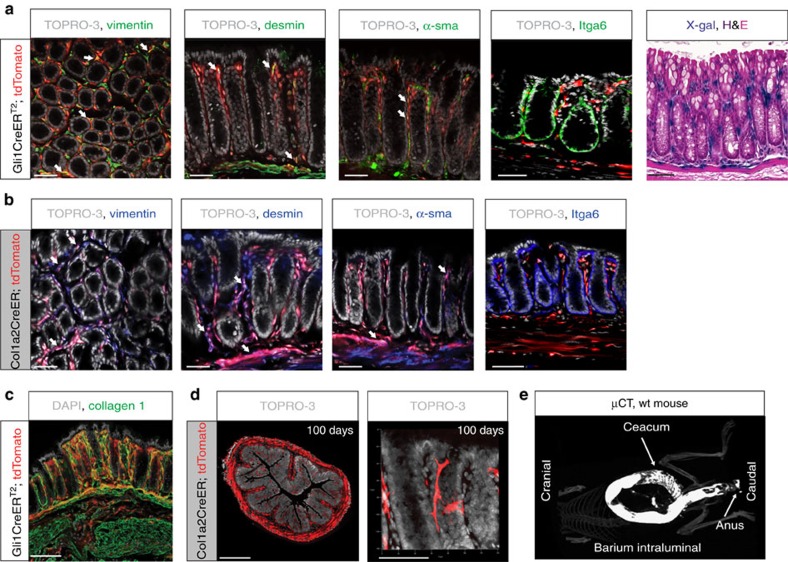
Stroma-specific Cre-recombination in the murine colon. Initial tracing (7 days after Tam) and IF staining for the stromal proteins vimentin, desmin, α-sma and the epithelial protein, integrin α-6, with TOPRO-3 as a nuclear counterstain: (**a**) *Gli1CreERT2;R26-LSL-tdTomato* mouse, representative images from *n*=3 mice. Comparison with the *Gli1*^*lacZ/+*^ model in the right panel; scale bars, 50 μm. (**b**) *Col1a2CreER;R26-LSL-tdTomato* mouse with representative images from *n*>3 mice for each staining. Scale bars, 50 μm. (**c**) 3D rendering of a 25 μm-thick colon section from a *Gli1CreERT2;R26-LSL-tdTomato* mouse 7 days after Tam treatment, stained for collagen-1 (Col1). Overlap of Gli1 and Col1 in yellow. Nuclear counterstain: 4,6-diamidino-2-phenylindole (DAPI). Scale bar, 100 μm. (**d**) Tomato^+^ cells under the control of *Col1a2CreER* 100 days after Tam injection; scale bars, 500/50 μm. (**e**) Barium contrast enema illustrating colonic specificity of intraluminal 4OH-Tam instillations via the rectum (see also Supplementary Fig. 5).

**Figure 4:**
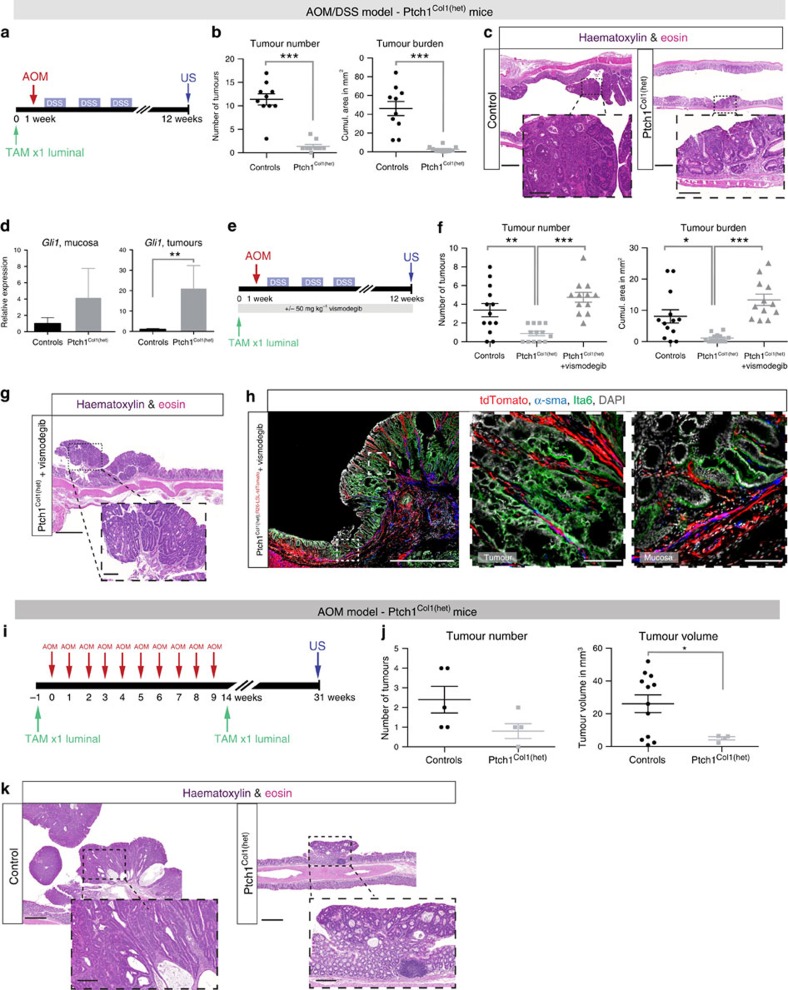
Stromal Hh activation attenuates colonic tumour development. (**a**) Experiment schematic; controls comprise littermates lacking either the floxed *Ptch1* allele or the *Cre* recombinase, or both. (**b**) Tumour numbers and cumulative tumour sizes in controls (*n*=12 of which 10 reached the endpoint) and *Ptch1*^*Col1(het)*^ mice (*n*=12 of which 10 reached the endpoint). *P*<0.0001 (for both tumour number and burden, *t*-tests). (**c**) Histology (haematoxylin and eosin (H&E)) of representative tumours from each group presented in **b**); scale bars, 1 mm/200 μm. (**d**) *Gli1* mRNA expression in normal mucosa (*n*=8 controls and *n*=6 *Ptch1*^*Col1(het)*^ mice; *P*=0.235) and tumours (*n*=10 tumours from controls and *n*=9 tumours from *Ptch1*^*Col1(het)*^ mice; *P*=0.002); *t*-test statistics on ΔCT values. Bars represent means and whiskers represent s.e.m. (**e**) Schematic of vismodegib administration (25 mg kg^−1^ body weight twice daily, 6 days per week), Tam administration and tumour induction. (**f**) Tumour numbers and cumulative sizes in controls (littermates as defined in **b** that received Tam and twice daily injections of dimethyl sulfoxide (DMSO); *n*=17 of which 13 reached the endpoint), *Ptch1*^*Col1(het)*^ mice (*n*=13 of which all reached the endpoint) and *Ptch1*^*Col1(het)*^ mice (treated with vismodegib twice daily, 6 days per week, *n*=19 of which 12 reached the endpoint). *P*-values from one-way analysis of variance with Tukey's multiple comparison test are indicated. (**g**) Representative histology (H&E staining) of a *Ptch1*^*Col1(het)*^ mouse treated with vismodegib. (**h**) Confocal image of a *Ptch1*^*Col1(het)*^ mouse with an inducible *R26-LSL-tdTomato* reporter, treated with vismodegib. TdTomato^+^ cells are exclusively stromal in tumour (middle panel representing magnification of boxed area in the left panel) and normal tissue (right panel magnification); stromal marker: α-smooth muscle actin (α-sma) (blue); epithelial marker: Itα6 (green); nuclear stain: 4,6-diamidino-2-phenylindole (DAPI). Scale bars, 1 mm/100 μm. Representative of *n*=4 tumours in *n*=2 mice. (**i**) Schematic of AOM injections and Tam administration (repeated as Col1a2^+^ progeny were known to persist at least for up to 100 days; Fig. 3d). (**j**) Tumour numbers and volumes for *Ptch1*^*Col1(het)*^ mice and controls (*n*=6 littermates as defined in **b**, of which five (controls) and four (AOM) reached the endpoint; *P*=0.143 and *P*=0.045, respectively, *t*-tests). (**k**) Representative histology of the AOM-induced tumours for the indicated genotypes. Scale bars, 1 mm/200 μm. Whiskers represent s.e.m.; *P<0.05, **P<0.01 and ***P<0.001.

**Figure 5:**
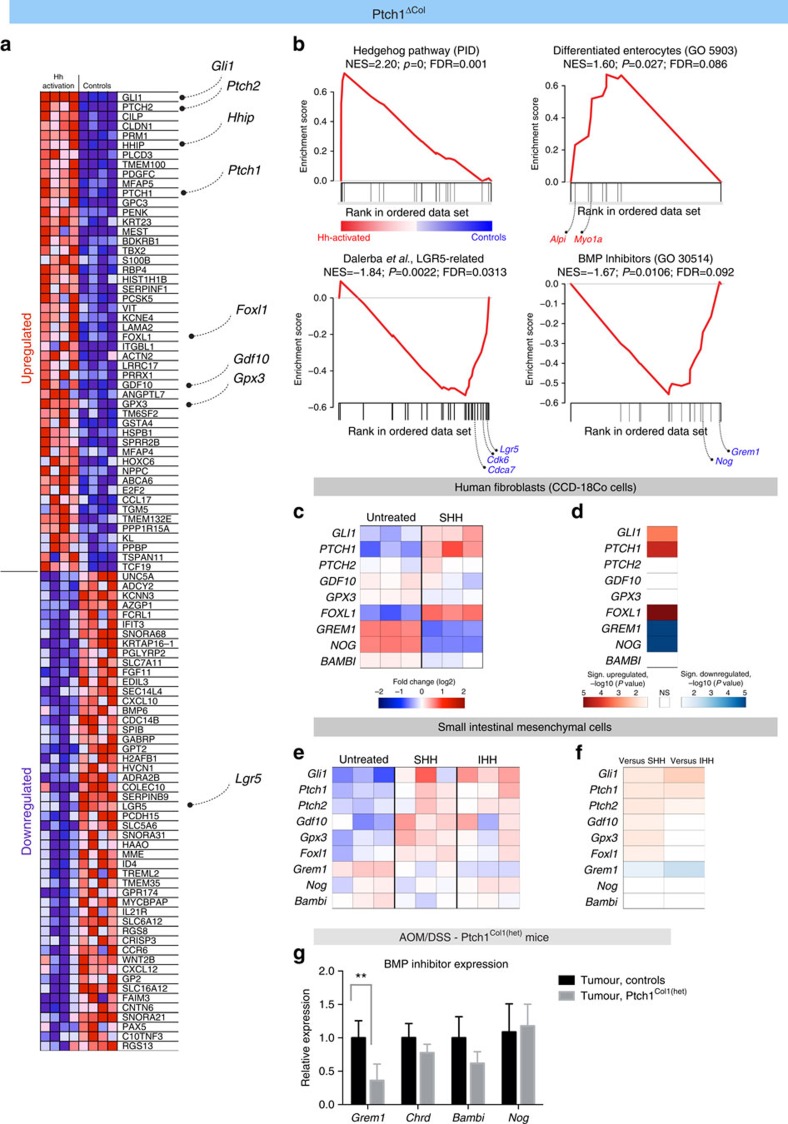
Transcriptional changes upon Hh activation. (**a**) Heatmap of the 50 highest ranked genes (using the GSEA algorithm^58^) in the murine colon upon knockout of stromal *Ptch1* in *Ptch1*^*ΔCol1*^ mice (*n*=4) versus controls lacking *Cre* recombinase (*n*=4) 7 days after a single dose of 5 mg Tam i.p. (**b**) GSEA indicates activation of canonical Hh signalling (left upper panel); enrichment of genes associated with enterocyte differentiation (right upper panel, gene ontology (GO) term, GO:0005903) and downregulation of colonic stem cell-associated genes (left lower panel) in parallel with loss of secreted BMP inhibitors (right lower panel). Normalized enrichment score (NES), *P*-value and fdr are indicated in each panel; gene lists are presented in the Supplementary Material. (**c**) Gene expression of indicated transcripts in the human colon fibroblast cell line, CCd-18Co, treated with 1 μg ml^−1^ SHH or vehicle for 72 h (data derived from GEO29316 (ref. 33)). (**d**) Illustration of significant changes in gene expression (fdr adjusted); note highly significant downregulation of *GREM1* and *NOG*, and upregulation of *FOXL1*. (**e**) Gene expression in cultured intestinal mesenchyme from E18.5 mouse embryos treated with Ihh or Shh amino-terminal polypeptide (2.5 μg ml^−1^) or vehicle for 24 h (data derived from GEO17840); scale as in **c**. (**f**) Illustration of significant changes in gene expression (fdr adjusted); *Grem1* was downregulated by both Shh and Ihh treatment; upregulation of *Gdf10*, *Gpx3* and *Foxl1* was significant in Shh-treated mesenchyme. Scale as in **d**. (**g**) mRNA expression of the indicated transcripts in tumours of *Ptch1*^*Col1(het)*^ mice (*n*>5) and tumours from control mice (lacking *Cre* recombinase, floxed *Ptch1* alleles or both; *n*>8); *P*-values from *t*-tests with fdr correction indicated, *P*=0.001 (*Grem1*), *P*=0.558 (*Nog*), *P*=0.603 (*Chrd*), *P*=0.206 (*Bambi*) and **P<0.01.

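The 50 highest and 50 lowest genes of Fig. 5a are listed in Supplementary Table 1 with the GSEA score, the difference of the group means divided by the sum of the group SDs. Of those 100 genes 97 were matched to a gene measured here. The score computed from the deposited values was within 0.1 of the paper's for 96 of them. Gli1 had the highest score over all genes here, 2.19, and Rsl1, which that table does not list, the lowest, -2.05. Of the 49 matched genes of its upper part 39 were among the 50 highest here, and of the 48 of its lower part 21 were among the 50 lowest. Except Krtap16-1, those 48 stood at places 22081 to 22178 of 22180 here. Genes that the table does not list, such as Rsl1, Zfp493 and B930095G15Rik, took places among the 50 lowest. The plot of set means shows how the mice of Fig. 5b spread. For the Lgr5-related set and the negative regulators of BMP signalling the groups were apart (exact permutation test, p = 0.029 for each). For the Hedgehog pathway and brush border sets they overlapped (exact permutation test, p = 0.143 and p = 0.0857).

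**Figure D3:**
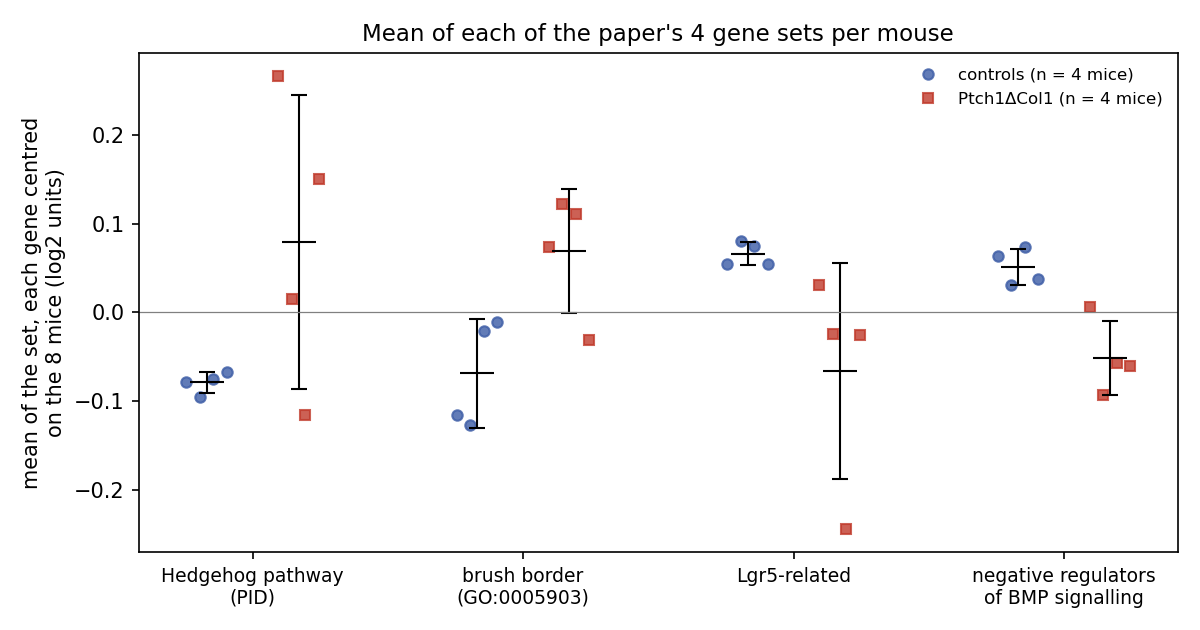
Mean of each of the paper's 4 gene sets in each mouse, each gene centred on its mean over the 8 mice, in log2 units (vertical axis), with circles for controls, squares for Ptch1ΔCol1 mice and bars for the mean and SD of 4 mice. In the Hedgehog pathway set Ptch1ΔCol1 replicate 3 lies at -0.12, below the controls, and Ptch1ΔCol1 replicate 1 at 0.27.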

**Figure 6:**
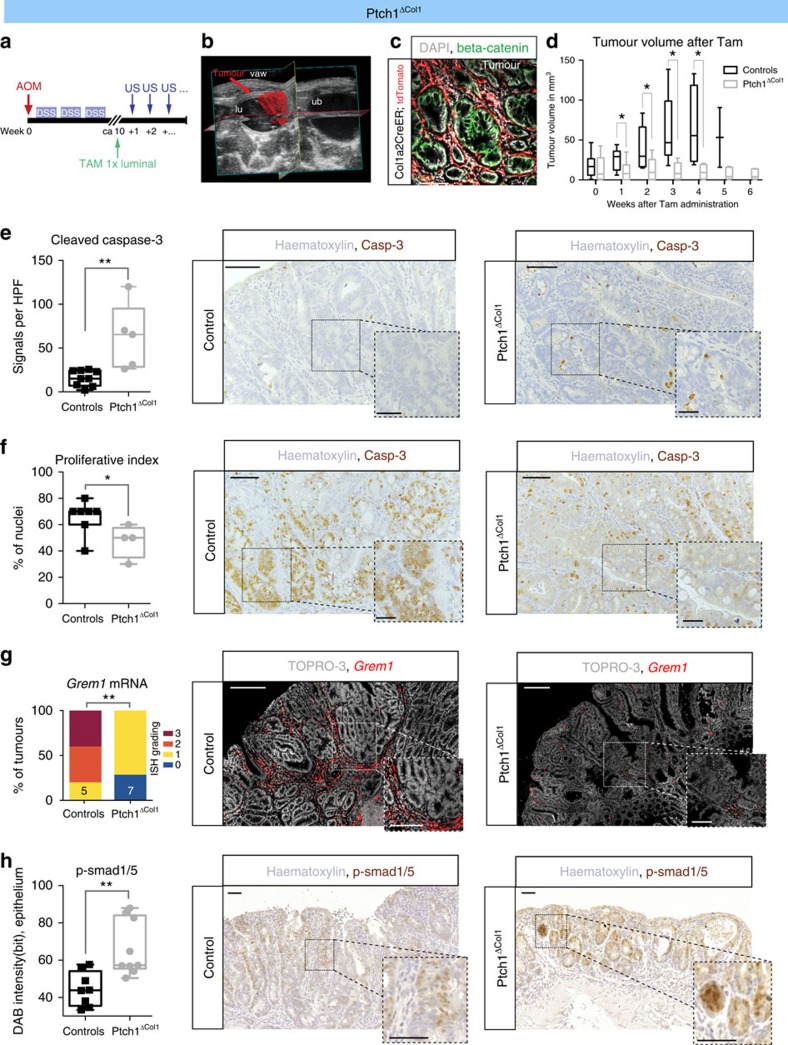
Growth arrest of established murine tumours upon stromal Hh activation. (**a**) Protocol schematic. (**b**) Example of a 3D μUS reconstruction; tumour volume (arrow) is highlighted in red, other hypoechoic (black) structure is the urinary bladder (ub); lu: colonic lumen, filled with US gel; vaw: ventral abdominal wall. (**c**) Tomato^+^ cells in an AOM/DSS-induced tumour from a *Col1a2CreER;R26-LSL-tdTomato* mouse 3 days after Tam administration; β-catenin (green) marks tumour cells; nuclear stain: 4,6-diamidino-2-phenylindole (DAPI); scale bar, 100 μm. (**d**) Tumour size as measured by μUS after Tam instillation (week 0). A total of *n*=5 *Ptch1*^*ΔCol1*^ mice with *n*=11 tumours and *n*=7 controls (littermates lacking *Cre* recombinase, floxed *Ptch1* alleles or both) with *n*=12 tumours are included; 1 to 5 tumours per mouse were analysed. The adjusted *P*-values (fdr) from *t*-tests are indicated: *P*=0.406 (week 0), *P*=0.022 (week 1), *P*=0.029 (week 2), *P*=0.026 (week 3), *P*=0.026 (week 4) and *P*=0.078 (week 5). Box-and-whisker plots: whiskers represent minima and maxima. In the control group, mice had to be killed because of bleeding per anus, leaving 2 tumours for US analysis in week 5 and none in week 6. (**e**) Quantification of cleaved caspase-3 positivity per high-power field (original magnification × 400): controls (*n*=9 tumours), *Ptch1*^*ΔCol1*^mice (*n*=5 tumours), *P*=0.0034 (*t*-test). Middle and right panels show representative IHC images for similar-sized tumours 3 weeks after Tam treatment for the indicated genotypes. Scale bars, 20 μm. (**f**) Proliferative index as a percentage of Ki67^+^ nuclei for *n*=7 controls and *n*=4 tumours from *Ptch1*^*ΔCol1*^ mice, *P*=0.0467 (*t*-test) and representative images (middle and right panels). Scale bars, 50/20 μm. (**g**) ISH semi-quantification of *Grem1* in control mice (*n*=5 tumours) and *Ptch1*^*ΔCol1*^mice (*n*=7 tumours). Stacked bars represent the frequency of intensity grading; *P*=0.0076 (Mann–Whitney test), middle and right panels show representative images for the two groups; scale bars, 200/100 μm. (**h**) Quantification of p-Smad1/5 IHC in control mice (*n*=8 tumours) and *Ptch1*^*ΔCol1*^ mice (*n*=9 tumours); *P*=0.0028 (*t*-test), middle and right panels show representative images for the two groups; scale bars, 50 μm; (**e**–**h**) boxed areas show magnified regions. *P<0.05, **P<0.01 and ***P<0.001.

**Figure 7:**
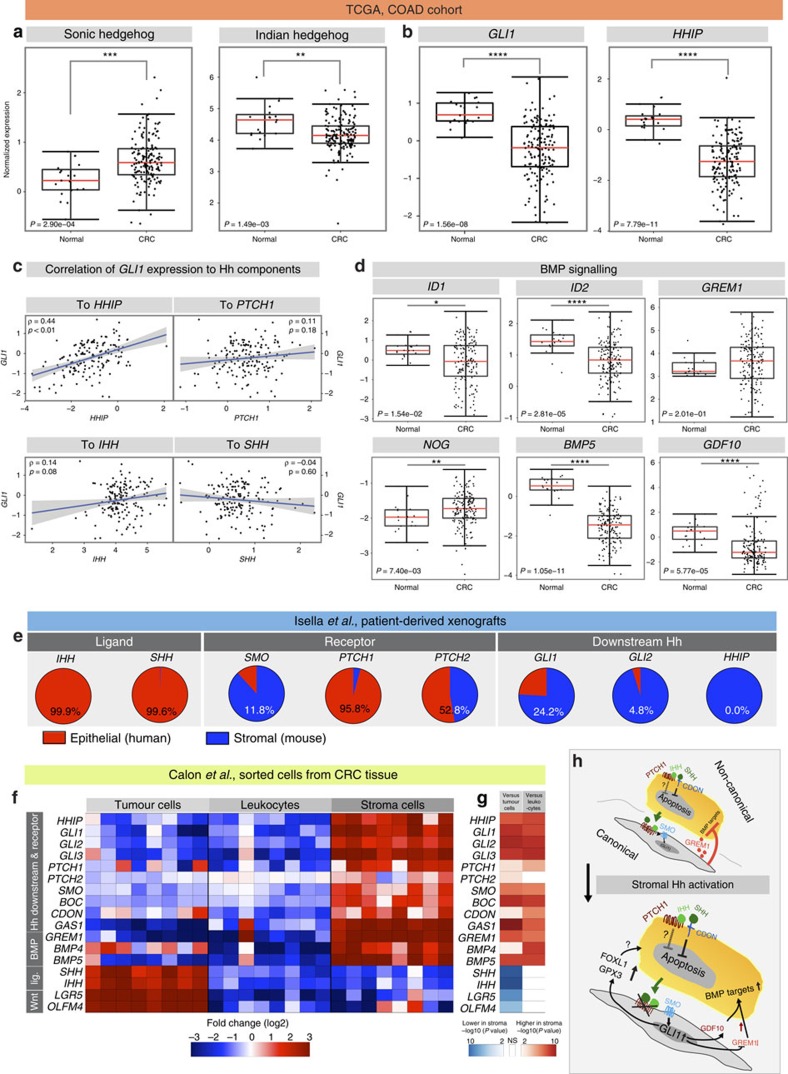
Diminished Hh signalling in human colonic adenocarcinomas. (**a**) TCGA analysis (box plots) of Hh ligand expression and (**b**) expression of Hh downstream targets in 155 human colon carcinomas; *P*-values (Wilcoxon rank-sum test) are indicated in the panels. (**c**) Correlation between *GLI1* expression and expression of *HHIP*, *PTCH1*, *IHH* and *SHH*; correlation coefficients and *P*-values are given in the panels. (**d**) Expression of the BMP targets *ID1* and *ID2*, the BMP inhibitors *GREM1* and *NOG*, and the BMP ligands *BMP5* and *GDF10*. *P*-values are indicated in the panels. (**e**) Analysis of Hh pathway expression in patient-derived xenografts, based on bi-species RNA-sequencing data^37^. Hh ligands are expressed exclusively by human tumour cells, whereas transcripts of downstream targets are mostly of murine origin (that is, stromal). Expression of *SMO* and *PTCH1*, as well as its homologue *PTCH2*, is seen in both compartments (middle panel). (**f**) Illustration of gene expression in human CRC (*n*=8) sorted for tumour/epithelial cells (Epcam^+^, CD45^−^), leukocytes (Epcam^−^, CD45^+^) and fibroblasts (double negative). Each column represents expression data from an individual patient for each compartment (based on GEO data set GSE39395). (**g**) Differential expression of the indicated transcripts in comparison with stromal expression. Red/blue cells indicate significant up-/downregulation in the stroma; fdr<0.05. (**h**) Model of Hh signalling in CRC: fibroblasts (grey) express the Hh receptors, PTCH1 and SMO, and respond to tumour cell-derived ligand by activation of canonical Hh signalling. Reduced stromal Hh aticvity is associated with paracrine inhibition of BMP signalling, partly mediated via derepression of GREM1. Tumour cells (orange) are largely incapable of canonical Hh signalling. However, the Hh co-receptor CDON and possibly PTCH1 itself may function as dependence receptors for the ligands, IHH and SHH, and inhibit tumour cell apoptosis. Upon activation of canonical Hh signalling in the stroma, for example, by knockout of *PTCH1* (‘X', lower panel), expression of BMP inhibitors is repressed, whereas expression of BMP ligands such as *GDF10* is upregulated, cumulatively leading to enhanced BMP signalling in the tumour cells. Other stromal factors, such as FOXL1 and GPX3, may contribute independently of BMP signalling to the protective effect of active stromal Hh signalling. *P<0.05, **P<0.01, ***P<0.001 and ****P<0.0001.

# Supplementary material for: Stromal Hedgehog signalling is downregulated in colon cancer and its restoration restrains tumour growth
**Source:** Nat Commun. 2016 Aug 5;7:12321. doi: 10.1038/ncomms12321
**Supplement:** Supplementary Information — Supplementary Figures 1-9 and Supplementary Tables 1-6.

Supplementary figure 1

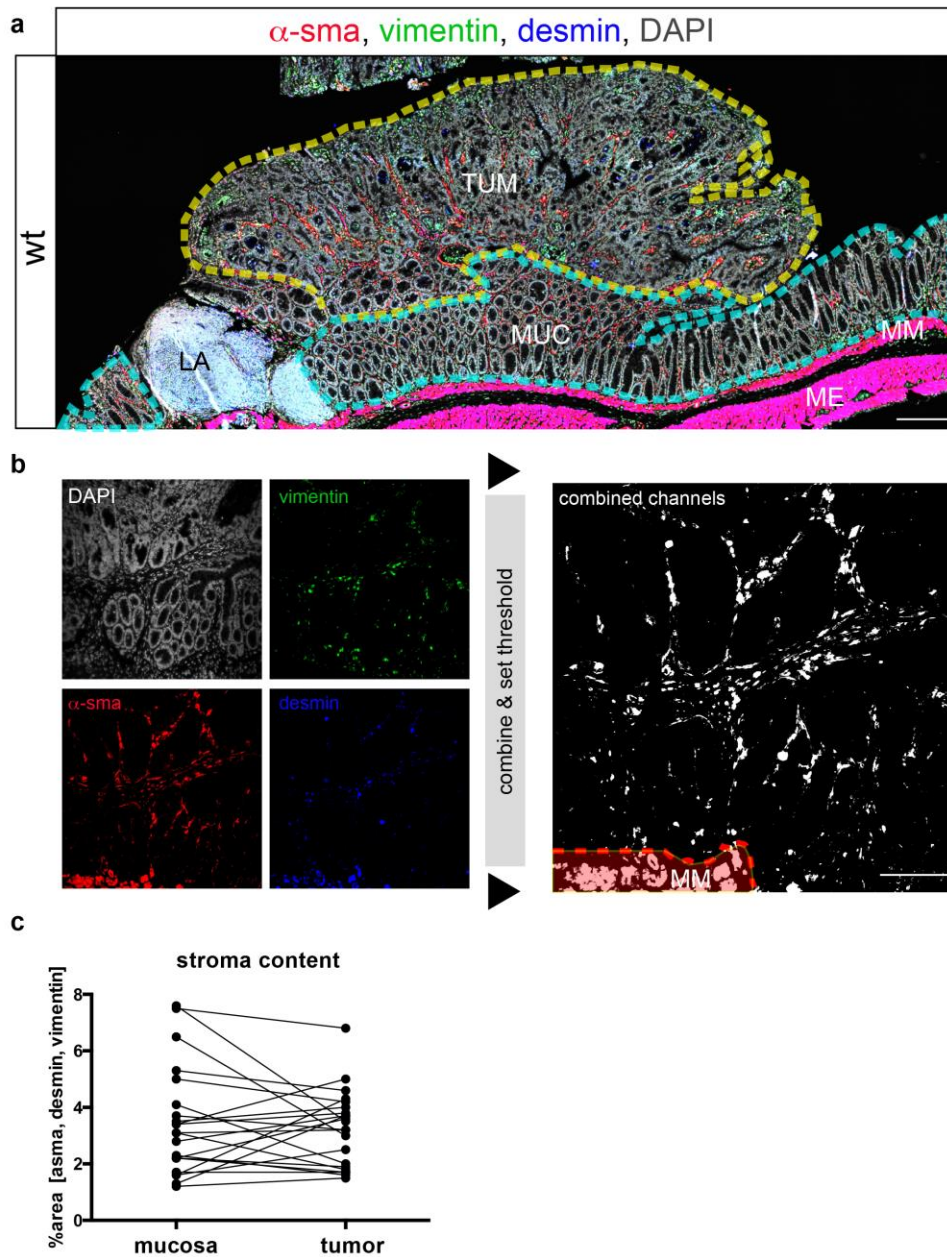

Supplementary Figure 1

Quantification of stromal content in AOM/DSS-induced tumours. **a)** Representative triple-IF for alpha smooth muscle actin (red), vimentin (green), and desmin (blue) in a tumour from a wt mouse. Nuclear stain: DAPI. Yellow dashed line indicates tumour border, blue indicates normal adjacent mucosa. TUM: tumour, MUC: (non-neoplastic) mucosa; LA: lymphatic aggregate; MM: *muscularis mucosae*; ME: *muscularis externa*. **b)** Example of the quantification process: red, green, and blue channels were combined into a single 8-bit image and the area was then assessed. The *muscularis mucosae* was excluded (red area in right panel). **c)** Quantification for n=23 tumours from n=9 wt mice; adjacent mucosal areas were used in pairwise comparisons to account for staining heterogeneity; p=0.61 (paired t-test).

Supplementary figure 2

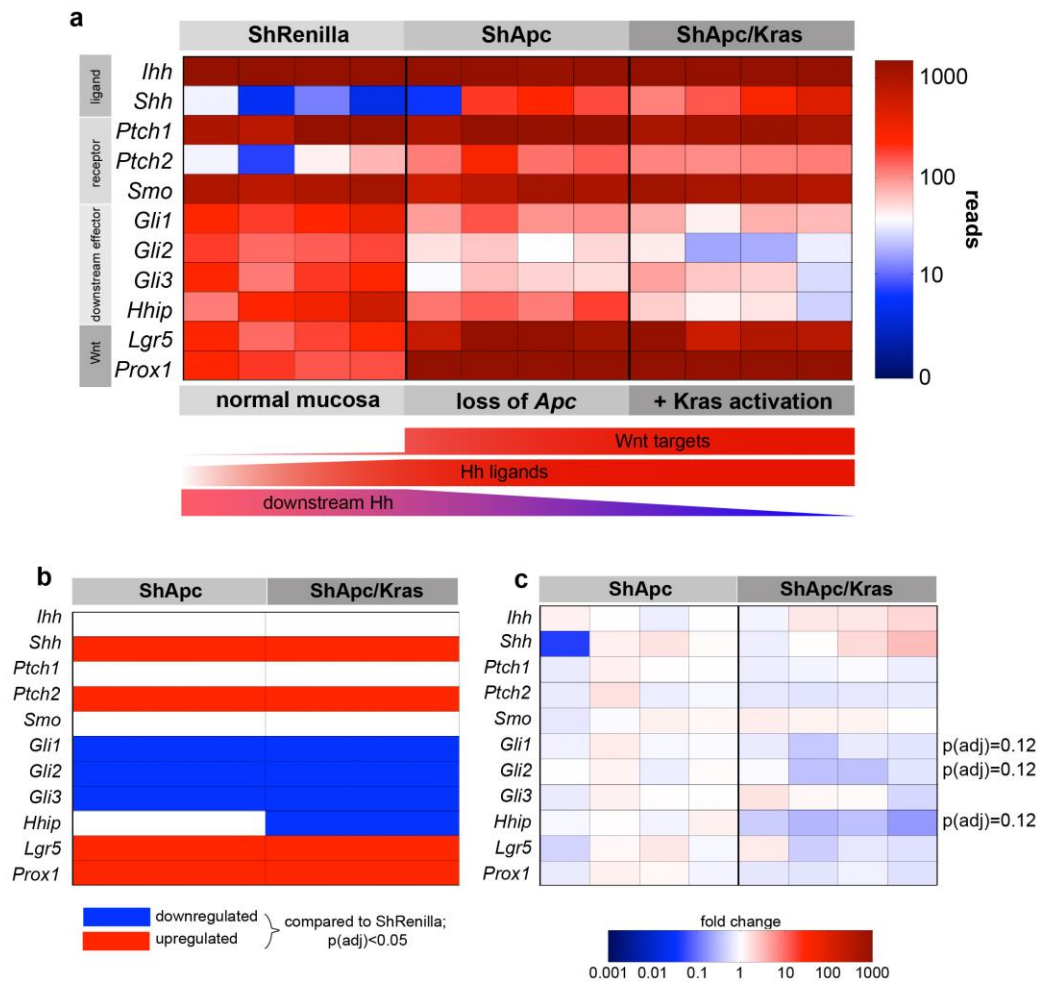

Supplementary Figure 2

Hh expression in an ShRNA model of murine colon tumours

a) Illustration of the absolute RNA reads in ShRenilla controls (normal mucosa, $n=4$), ShApc-driven tumours ($n=4$), and ShApc-driven tumours with additional *Kras* mutation ($n=4$). Each column represents high-throughput RNA sequencing data from one individual mouse. Data are based on GEO dataset GSE67186. **b)** Differential expression of the indicated transcripts in comparison to normal mucosa (ShRenilla controls). Red cell indicates significant upregulation, blue cell indicates significant downregulation; $\text{fdr} < 0.05$. **c)** Illustration of expression fold changes in each biological replicate ($n=4$) of ShApc-driven and ShApc/Kras-driven tumours relative to the average expression over all ShApc replicates. Note that - while not significant - *Gli1*, *Gli2*, and *Hhip* expression is consistently downregulated in all ShApc/Kras samples. The fdr -adjusted p-values for differential expression of *Gli1*, *Gli2*, and *Hhip* are stated on the right.

Supplementary figure 3

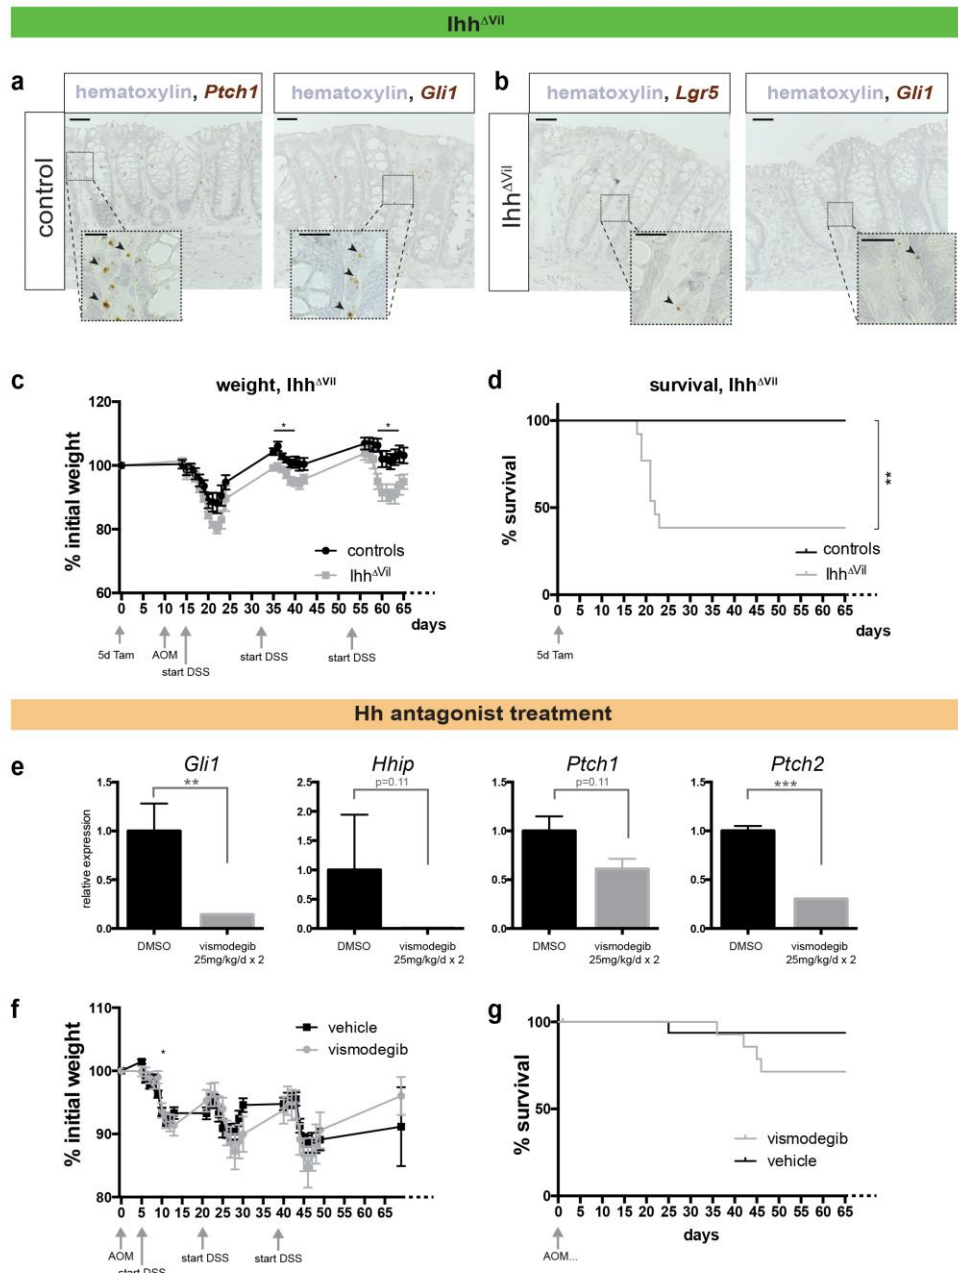

Supplementary Figure 3

Effect of reduced Hh signalling on the course of colitis

RNA ISH for *Ptch1* and *Gli1* in **a**) control mice and **b**) *Ihh^{ΔVII}* mice (related to figure 2); representative of n=5 mice/group, scale bars: 20/10μm. **c**) Weight curves of *Ihh^{ΔVII}* mice and controls (related to Fig. 2) during 3 cycles of DSS. Only mice that reached the endpoint are shown (n=5 *Ihh^{ΔVII}* mice and n=11 controls). Weight on days 35–40 and 59–64 was significantly different, $p < 0.05$ (t-test without multiple-test correction). **d**) Survival curves for all mice in this experiment (n=13 *Ihh^{ΔVII}* mice and n=11 controls); the first course of DSS was associated with increased mortality in the *Ihh^{ΔVII}* group; log-rank $p=0.0019$. For the subsequent DSS cycles, the concentration of DSS was lowered from 1.75% to 1.25%, after which no further mortality was observed (described in more detail in *Methods*). **e**) Relative gene expression for the indicated transcripts from wt mice treated with vismodegib, 25 mg/kg bodyweight twice daily (n=3) or vehicle (DMSO, n=3), $p=0.0096$ (*Gli1*), $p=0.11$ (*Hhip*), $p=0.11$ (*Ptch1*), $p<0.0001$ (*Ptch2*, all t-

tests, fdr-adjusted). **f)** Weight curves during AOM/DSS treatment of mice treated with vismodegib or vehicle (related to figure 2f). Weight was different only on day 9 ($p=0.023$; t-test without multiple-test correction). **g)** Survival curves, related to (f). Differences were not significant (log-rank $p=0.12$)

Supplementary figure 4

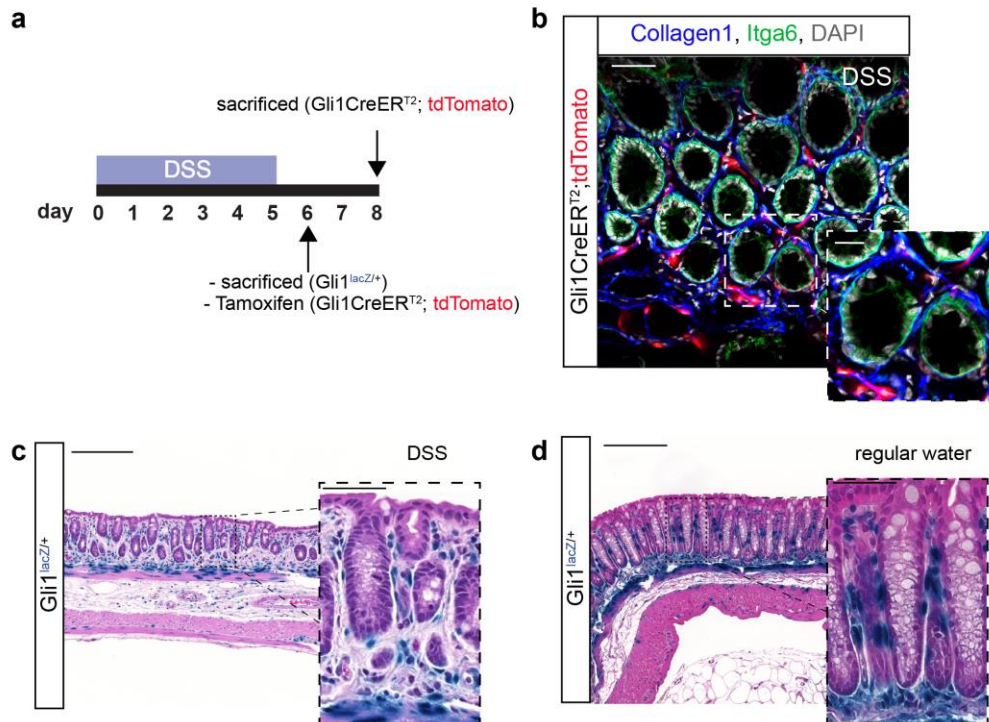

Supplementary Figure 4

Gli1-expressing cells in DSS colitis

a) Schematic of the protocol: 3% DSS was given for 5 days, *Gli1^{lacZ/+}* mice ($n=3$) were sacrificed on day 6 (stage of active colitis), *Gli1CreERT2*;R26-LSL-*tdTomato* mice ($n=3$) were injected with 5 mg Tam i.p. on day 6 and sacrificed 72h later. **b)** Confocal image of *tdTomato* fluorescence and staining with antibodies against Collagen 1 (blue, stroma) and It α 6 (green, epithelium). Scale bars 100/20 μ m; representative of $n=3$ mice; epithelial *tdTomato* fluorescence was never observed. **c)** Representative histology (H&E and X-gal staining) of a *Gli1^{lacZ/+}* mouse with acute colitis and **d)** a littermate *Gli1^{lacZ/+}* mouse that received regular drinking water. Epithelial X-gal staining was never observed. Scale bars 200/50 μ m; representative of $n=3$ mice.

Supplementary figure 5

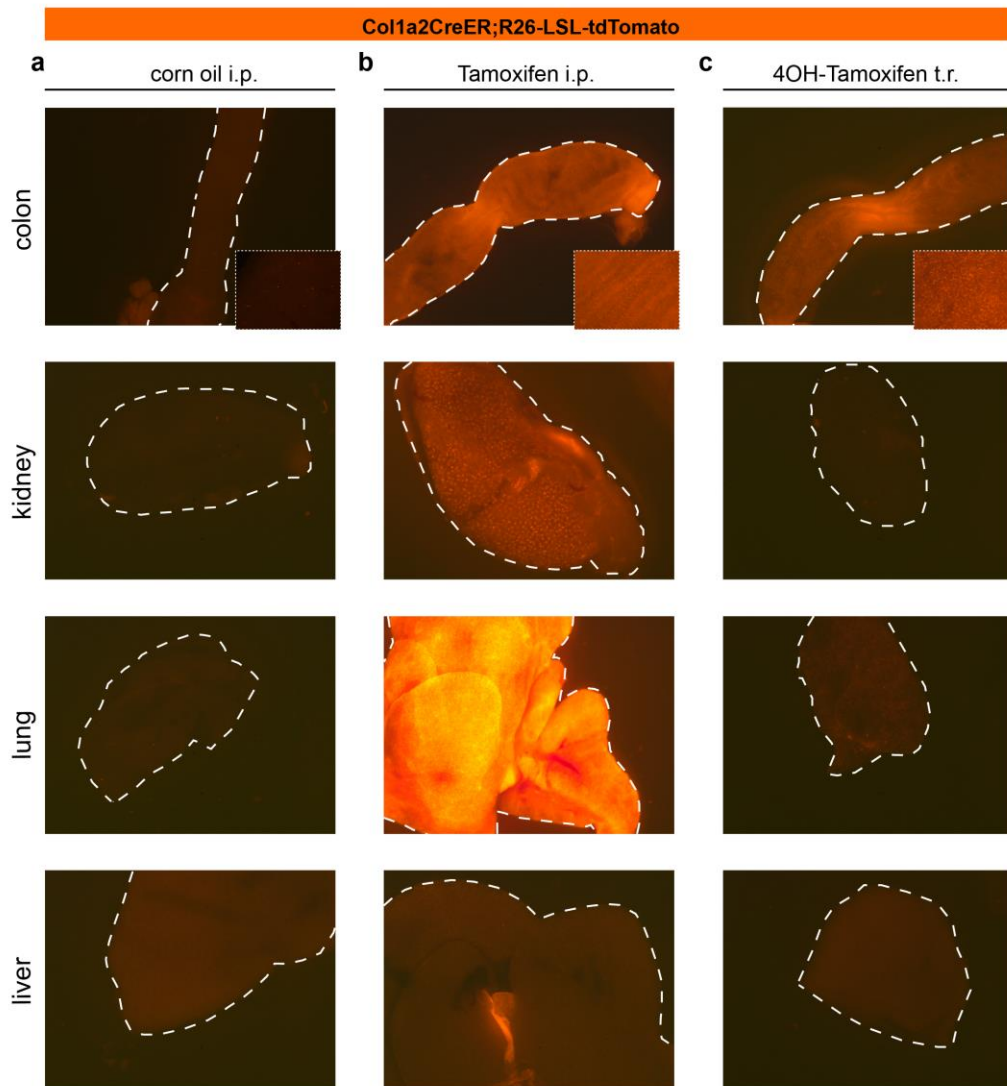

Supplementary Figure 5

Differences between localised and systemic activation of *Col1a2CreER*

Comparison of Cre-mediated recombination between inducible *Col1a2CreER*;R26-*LSL-tdTomato* reporter mice injected with corn oil (a), injected intraperitoneally (i.p.) with tamoxifen (b) or given 4OH-tamoxifen transrectally (t.r.) (c) at 10 weeks of age (related to **Figure 3e**). The systemic administration of 5 mg Tam led to recombination in many organs, including colon, kidney, lung, and liver. In the i.p.-treated animals, Tomato⁺ cells were associated with kidney glomeruli, widely distributed in the lung, and located predominantly around the major bile ducts in the liver, while upon t.r. administration, recombination is most frequent in the colon; note that i.p. administration is associated with higher recombination frequency in the *muscularis externa* (oblique longitudinal cells in b, magnified insets). Animals were sacrificed 7 days after Tam treatment. Images representative of n=7 i.p.-treated animals, n=7 i.r.-treated mice, and n=4 oil-treated controls. Images were acquired with a Zeiss SteREO Discovery.V20 microscope with a 0.63X lens at minimum zoom (resulting in 4.7x magnification), taken with an AxioCam MR3 camera and Zeiss Zen 2012 software v 1.1.1.0.

Supplementary figure 6

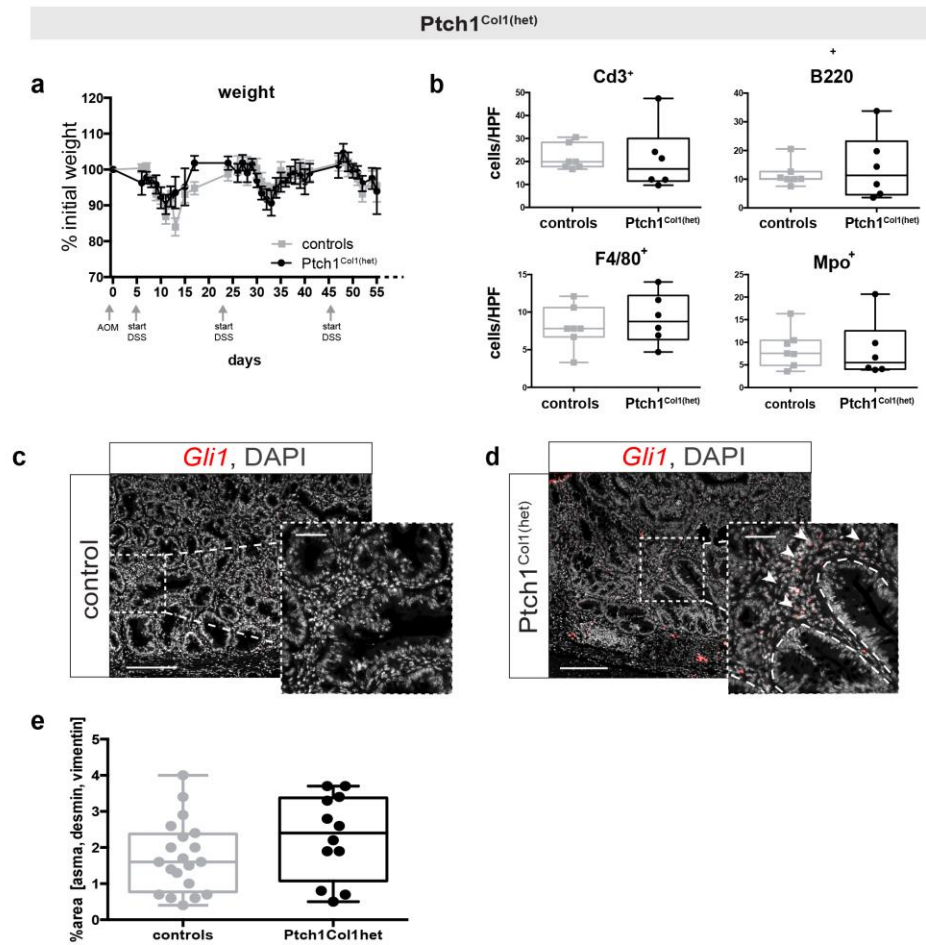

Supplementary Figure 6

Ptch1^{Col1(het)} mice after treatment with AOM/DSS

a) Weight curves of $n=12$ *Ptch1^{Col1(het)}* mice compared to $n=12$ littermate controls (lacking the *Cre* allele, the floxed *Ptch1* allele or both); day 0: AOM injection (related to **Fig. 4**). Weight was significantly different on day 17 only ($p=0.022$; t-tests without correction for multiple testing). Survival was not significantly different (not shown). **b)** Immune cell abundance in non-malignant mucosa of the indicated genotypes at the endpoint of the AOM/DSS protocol; $p=0.805$ (Cd3); $p=0.915$ (B220); $p=0.805$ (Mpo); $p=0.805$ (F4/80; all t-tests; adjusted p-values [fdr] are presented). Box-and-whisker plots, whiskers represent minima and maxima. IHC for a subset of $n=6$ *Ptch1^{Col1(het)}* mice and $n=7$ controls (as defined in a). **c** and **d**): Fluorescence RNA ISH for *Gli1* mRNA in **c**) control mice (related to **Fig. 4b**) and **d**) *Ptch1^{Col1(het)}* mice. *Gli1* expression was observed in the stroma of *Ptch1^{Col1(het)}* mice (arrowheads, dashed line indicates epithelial border); scale bars: 200/50 μm . **e**) Quantification of stromal content with triple-IF (as described in Supplementary Fig. 1), for $n=20$ tumours from $n=6$ littermate controls and $n=12$ tumours from $n=6$ *Ptch1^{Col1(het)}* mice; $p=0.158$, t-test.

Supplementary figure 7

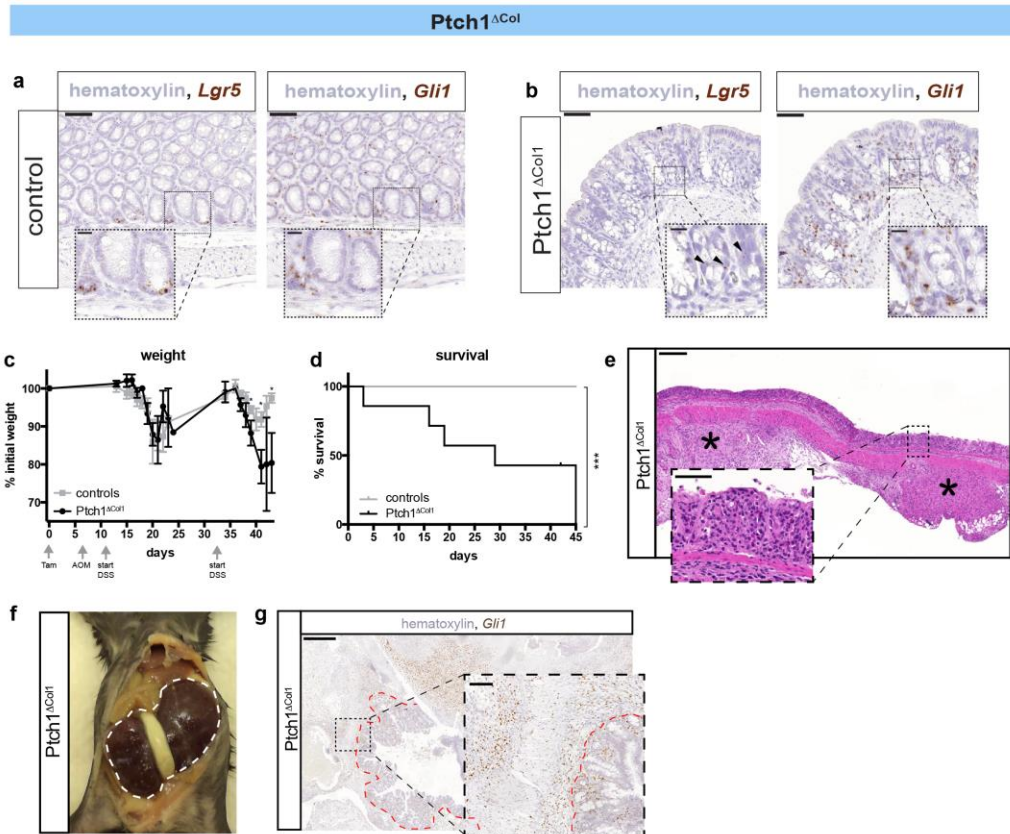

Supplementary Figure 7

Homozygously floxed *Ptch1*^{ΔCol1} mice

a) Representative ISH images showing *Lgr5* and *Gli1* expression in **a)** a control mouse (lacking *Col1a2CreER* allele) and **b)** a *Ptch1*^{ΔCol1} mouse 7d after 5 mg Tam i.p. (related to Figure 5). Arrows in left panel magnification in (b) show dots indicating *Lgr5* expression. Scale bars 50/20μm. **c)** Relative weight of mice during two cycles of DSS; n=7 *Ptch1*^{ΔCol1} mice and n=9 controls (lacking Cre recombinase). Differences were significant on days 39 (p=0.037), 41 (p=0.011), and 43 (p=0.004; all t-tests without correction for multiple testing). **d)** Survival curves; log-rank p=0.0002. One *Ptch1*^{ΔCol1} mouse was found dead on day 3 after Tam treatment (t.r.); one *Ptch1*^{ΔCol1} mouse was sacrificed due to self-inflicted wounds (day 42, not counted as experiment-related event). The other mice were sacrificed following ethical guidelines. **e)** H&E staining of a colon section from a *Ptch1*^{ΔCol1} mouse sacrificed on day 16 (1st cycle of DSS-colitis) due to severe weight loss and bloody diarrhoea. Note the almost complete destruction of the epithelial lining (magnification) as well as stromal proliferation (asterisks, related to panels f and g). Scale bars: 200/50 μm. **f)** Macroscopic appearance of a large, cystic stromal tumour (white dashed line) in a 6 month old female *Ptch1*^{ΔCol1} mouse, diagnosed 8 days after application of 40H-Tam t.r. **g)** RNA ISH and hematoxylin staining of the tumour in (d) showing high *Gli1* expression in the stromal tumour.

Supplementary figure 8

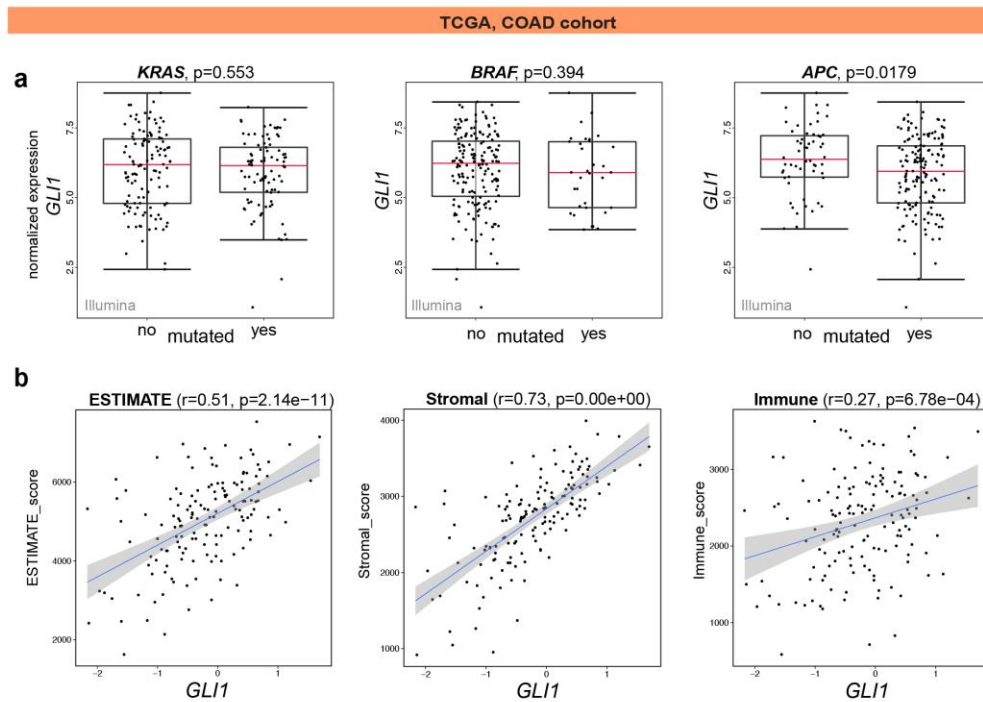

Supplementary Figure 8

Correlation of *GLI1* expression with driver mutations and stromal gene signatures

a) Correlation of *GLI1* mRNA levels with the presence of *KRAS*, *BRAF*, and *APC* mutations; a weak correlation was observed between *APC* mutations and low *GLI1* expression (p-values indicated above the panels). NB: For this analysis, gene expression data were extracted from the TCGA COAD Illumina RNA-seq dataset and correlated to the Illumina mutation data set, as the mutation data corresponding to the Agilent data used for all other TCGA analysis was limited to 53 samples. **b)** Correlation of *GLI1* to stromal gene expression signatures as defined by the ESTIMATE algorithm. A strong positive correlation was observed for *GLI1* and tumour stroma content ("ESTIMATE", left panel, score combines "stromal" and "immune" cell markers). This robust association appeared to be dominated by a very strong correlation between *GLI1* and non-immune cell markers (middle panel, "stromal" gene expression), while genes thought to be expressed predominantly in immune cells contributed to a lesser extent (right panel, "immune" gene expression). Correlation coefficients and p-values are indicated above the panels.

Supplementary figure 9

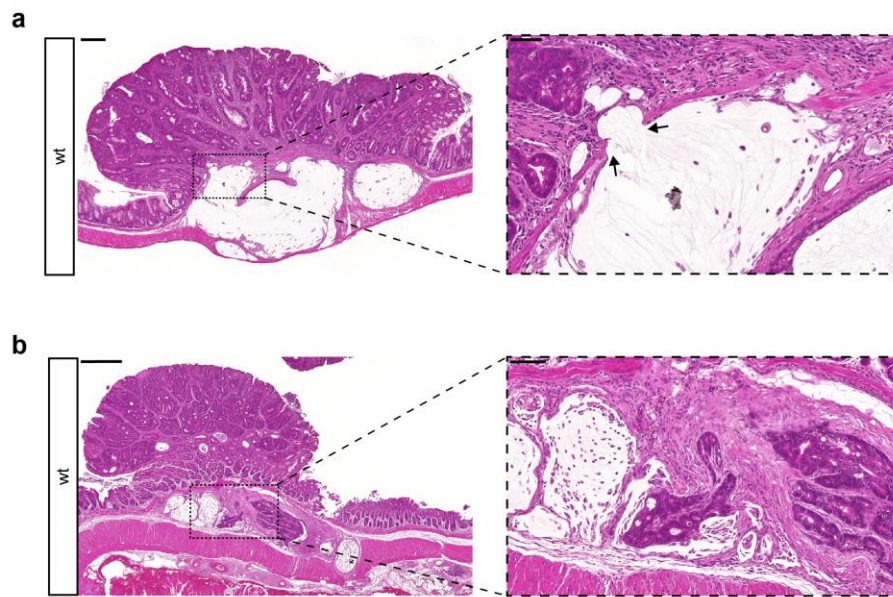

Supplementary Figure 9

Invasive tumours in mice treated with AOM/DSS

Representative examples of invasive tumours from wt C57BL/6 mice at the endpoint of the AOM/DSS protocol. In **a**), the *muscularis mucosae* appears discontinuous (arrows in magnified image, right panel), while in **b**), malignant cells are found below the *muscularis mucosae*, together with desmoplastic stroma and mucus lakes, strongly indicating invasiveness. Scale bars 200/50 μm (a), 500/100 μm (b).

Supplementary Table 1<br>related to Figure 5a				
GSEA: 50 top and bottom genes of rank-ordered gene list using GSEA (<i>Col1a2CreER</i> ; <i>Ptch1^{fl/fl}</i> mice vs. controls). Note that the floxed sites in the <i>Ptch1</i> construct do not include the start codon, thus mRNA is still present, yet the protein is truncated				
Rank	GENE	GENE TITLE	GSEA SCORE	fc 'Activated vs Controls'
1	GLI1	glioma-associated oncogene homolog 1 (zinc finger protein)	2.198054	2.5635
2	PTCH2	patched homolog 2 (Drosophila)	2.054821	4.5748
3	CLP	cartilage intermediate layer protein, nucleotide pyrophosphohydrolase	2.0368161	2.4724
4	CLDN1	claudin 1	1.9922407	2.2774
5	PRM1	protamine 1	1.8895104	2.4547
6	HHIP	hedgehog interacting protein	1.6809531	2.2774
7	PLCD3	phospholipase C, delta 3	1.6097883	2.7429
8	TMEM100	transmembrane protein 100	1.5451641	2.9679
9	PDGFC	platelet derived growth factor C	1.4554031	1.8664
10	MFAP5	microfibrillar associated protein 5	1.4167516	1.8953
11	PTCH1	patched homolog 1 (Drosophila)	1.3934745	1.8568
12	GPC3	glypican 3	1.382012	4.1695
13	PENK	proenkephalin	1.2920026	1.6923
14	KRT23	keratin 23 (histone deacetylase inducible)	1.290661	1.6043
15	MEST	mesoderm specific transcript homolog (mouse)	1.2704059	2.7103
16	BDKRB1	bradykinin receptor B1	1.2679647	1.6701
17	TBX2	T-box 2	1.2547828	1.8002
18	S100B	S100 calcium binding protein B	1.1521394	1.4842
19	RBP4	retinol binding protein 4, plasma	1.1485647	1.6634
20	HIST1H1B	histone cluster 1, H1b	1.1437567	1.7228
21	SERPINF1	serpin peptidase inhibitor, clade F (alpha-2 antiplasmin, pigment epithelium derived factor), member 1	1.1431973	1.5392
22	PCSK5	proprotein convertase subtilisin/kexin type 5	1.1261085	1.8063
23	VIT	vitron	1.1238635	1.6657
24	KCNE4	potassium voltage-gated channel, Isk-related family, member 4	1.1209518	1.9292
25	LAMA2	laminin, alpha 2 (merosin, congenital muscular dystrophy)	1.1062077	1.7147
26	FOXJ1	forkhead box L1	1.092439	2.2535
27	ITGBL1	integrin, beta-like 1 (with EGF-like repeat domains)	1.087607	2.447
28	ACTN2	actinin, alpha 2	1.07581	1.6955
29	LRRC17	leucine rich repeat containing 17	1.0697056	1.6876
30	PRRX1	paired related homeobox 1	1.0679772	1.5669
31	GDF10	growth differentiation factor 10	1.0605694	2.2277
32	ANGPTL7	angiopoietin-like 7	1.0541155	1.4952
33	GPX3	glutathione peroxidase 3 (plasma)	1.0470741	1.5165
34	TM6SF2	transmembrane 6 superfamily member 2	1.042523	1.3988
35	GSTA4	glutathione S-transferase A4	1.0261525	1.4115
36	HSPB1	heat shock 27kDa protein 1	1.0000974	1.492
37	SPRR2B	small proline-rich protein 2B	0.99962336	1.5011
38	MFAP4	microfibrillar-associated protein 4	0.99540406	1.5203
39	HOXC6	homeobox C6	0.9900814	1.532
40	NPPC	natriuretic peptide precursor C	0.98975426	1.4496
41	ABCA6	ATP-binding cassette, sub-family A (ABC1), member 6	0.9773975	1.4201
42	E2F2	E2F transcription factor 2	0.9580215	1.3635
43	CCL17	chemokine (C-C motif) ligand 17	0.9537584	1.8185
44	TGM5	transglutaminase 5	0.94943637	1.3984
45	TMEM132E	transmembrane protein 132E	0.94784576	1.4223
46	PPP1R15A	protein phosphatase 1, regulatory (inhibitor) subunit 15A	0.94161767	1.3372
47	KL	klotho	0.9358641	1.4478
48	PPBP	pro-platelet basic protein (chemokine (C-X-C motif) ligand 7)	0.93048644	1.7411
49	TSPAN11	tetraspanin 11	0.92680705	1.7646
50	TCE19	transcription factor 19 (SC1)	0.92629445	1.5028

suppl. table 1 ctd.				
-50	RGS13	regulator of G-protein signalling 13	-0.8367354	-1.3837
-49	C1QTNF3	C1q and tumor necrosis factor related protein 3	-0.84039265	-1.5754
-48	PAX5	paired box gene 5 (B-cell lineage specific activator)	-0.84173954	-1.5278
-47	SNORA21	small nucleolar RNA, H/ACA box 21	-0.84259486	-1.2937
-46	CNTN6	contactin 6	-0.84389216	-1.3936
-45	FAIM3	Fas apoptotic inhibitory molecule 3	-0.8490927	-2.2154
-44	SLC16A12	solute carrier family 16, member 12 (monocarboxylic acid transporter 12)	-0.84925187	-1.3605
-43	GP2	glycoprotein 2 (zymogen granule membrane)	-0.8502086	-1.3464
-42	CXCL12	chemokine (C-X-C motif) ligand 12 (stromal cell-derived factor 1)	-0.85306937	-1.3454
-41	WNT2B	wingless-type MMTV integration site family, member 2B	-0.8552463	-1.3915
-40	CCR6	chemokine (C-C motif) receptor 6	-0.85580623	-1.3966
-39	CRISP3	cysteine-rich secretory protein 3	-0.86031723	-1.3212
-38	RGS8	regulator of G-protein signalling 8	-0.8608562	-1.3618
-37	SLC6A12	solute carrier family 6 (neurotransmitter transporter, betaine/GABA), member 12	-0.86216533	-1.3284
-36	IL21R	interleukin 21 receptor	-0.86512524	-1.4653
-35	MYCBPAP	MYCBP associated protein	-0.8686706	-1.3323
-34	GPR174	G protein-coupled receptor 174	-0.87022036	-1.4919
-33	TMEM35	transmembrane protein 35	-0.87512726	-1.31
-32	TREML2	triggering receptor expressed on myeloid cells-like 2	-0.8796631	-1.3884
-31	ID4	inhibitor of DNA binding 4, dominant negative helix-loop-helix protein	-0.88256747	-1.3727
-30	MME	membrane metallo-endopeptidase (neutral endopeptidase, enkephalinase)	-0.8843302	-1.3901
-29	HAAO	3-hydroxyanthranilate 3,4-dioxygenase	-0.88462263	-1.4897
-28	SNORA31	small nucleolar RNA, H/ACA box 31	-0.8923063	-1.7994
-27	SLC5A6	solute carrier family 5 (sodium-dependent vitamin transporter), member 6	-0.8936503	-1.4336
-26	PCDH15	protocadherin 15	-0.89943933	-1.381
-25	LGR5	leucine-rich repeat-containing G protein-coupled receptor 5	-0.9052235	-1.3681
-24	SERPINH9	serpin peptidase inhibitor, clade B (ovalbumin), member 9	-0.9127192	-1.32
-23	COLEC10	collectin sub-family member 10 (C-type lectin)	-0.91364694	-1.4873
-22	ADRA2B	adrenergic, alpha-2B-, receptor	-0.9249009	-1.4726
-21	HVCN1	hydrogen voltage-gated channel 1	-0.92571616	-1.3393
-20	H2AFB1	H2A histone family, member B1	-0.93038845	-1.4408
-19	GPT2	glutamic pyruvate transaminase (alanine aminotransferase) 2	-0.94319946	-1.4329
-18	GABRP	gamma-aminobutyric acid (GABA) A receptor, pi	-0.94663846	-1.4261
-17	SPIB	Spi-B transcription factor (Spi-1/PU.1 related)	-0.958244	-1.5758
-16	CDC14B	CDC14 cell division cycle 14 homolog B (S. cerevisiae)	-0.97026914	-1.422
-15	BMP6	bone morphogenetic protein 6	-0.9768685	-1.4309
-14	CXCL10	chemokine (C-X-C motif) ligand 10	-0.98531926	-1.4643
-13	SEC14L4	SEC14-like 4 (S. cerevisiae)	-0.9917472	-1.638
-12	EDIL3	EGF-like repeats and discoidin I-like domains 3	-1.0087286	-1.4263
-11	FGF11	fibroblast growth factor 11	-1.0113168	-1.5591
-10	SLC7A11	solute carrier family 7, (cationic amino acid transporter, y+ system) member 11	-1.0566427	-1.5637
-9	PGLYRP2	peptidoglycan recognition protein 2	-1.0835605	-1.7096
-8	KRTAP16-1	keratin associated protein 16-1	-1.0859587	-1.6416
-7	SNORA68	small nucleolar RNA, H/ACA box 68	-1.0964037	-1.5143
-6	IFIT3	interferon-induced protein with tetratricopeptide repeats 3	-1.1234238	-1.4996
-5	FCRL1	Fc receptor-like 1	-1.1421783	-1.7001
-4	AZGP1	alpha-2-glycoprotein 1, zinc	-1.15433	-1.6202
-3	KCNJ3	potassium intermediate/small conductance calcium-activated channel, subfamily N, member 3	-1.2254028	-1.656
-2	ADCY2	adenylate cyclase 2 (brain)	-1.2582403	-1.7341
-1	UNC5A	unc-5 homolog A (C. elegans)	-1.5228664	-2.0652

Supplementary Table 2

GSEA, hedgehog signaling

Gene set derived from MSigD, M211, Schaefer et al., Nucleic Acids Res. 2009 Jan (37), PMID 18832364

related to Figure 5b

GENE_SYMBOL	GENE_TITLE	RANK METRIC SCORE	RUNNING ES	CORE ENRICHMENT
PTCH2	patched homolog 2 (Drosophila)	2.054821014	0.20855872	Yes
HHIP	hedgehog interacting protein	1.680953145	0.37899724	Yes
PTCH1	patched homolog 1 (Drosophila)	1.39347446	0.52016675	Yes
TGFB2	transforming growth factor, beta 2	0.852665484	0.60172987	Yes
STIL	SCL/TAL1 interrupting locus	0.767577231	0.6763245	Yes
GLI2	GLI-Kruppel family member GLI2	0.610204458	0.72594833	Yes
LRP2	low density lipoprotein-related protein 2	0.20916611	0.5701352	No
HHAT	hedgehog acyltransferase	0.157404467	0.5300181	No
ARRB2	arrestin, beta 2	0.134484276	0.51415133	No
BOC	Boc homolog (mouse)	-2.22E-04	0.3100679	No
PTH1H	parathyroid hormone-like hormone	-0.010101718	0.2966908	No
DHH	desert hedgehog homolog (Drosophila)	-0.029842019	0.26637954	No
CDON	Cdon homolog (mouse)	-0.031355239	0.26645985	No
SMO	smoothened homolog (Drosophila)	-0.089872085	0.18184754	No
AKT1	v-akt murine thymoma viral oncogene homolog 1	-0.090706363	0.18946603	No
SHH	sonic hedgehog homolog (Drosophila)	-0.104446813	0.17842714	No
PIK3CA	phosphoinositide-3-kinase, catalytic, alpha polypeptide	-0.133653909	0.14847113	No
LRPAP1	low density lipoprotein receptor-related protein associated protein 1	-0.14296332	0.15065317	No
ADRBK1	adrenergic, beta, receptor kinase 1	-0.155708417	0.14967316	No
PIK3R1	phosphoinositide-3-kinase, regulatory subunit 1 (p85 alpha)	-0.175553352	0.14028402	No
GAS1	growth arrest-specific 1	-0.411558896	-0.002220137	No
IHH	Indian hedgehog homolog (Drosophila)	-0.611989498	0.016471697	No

**Supplementary
Table 3**

GSEA, brush border

related to
Figure 5b

Gene set derived from gene ontology term GO:0005903, *"Dense covering of microvilli on the apical surface of epithelial cells in tissues such as the intestine, kidney, and choroid plexus; the microvilli aid absorption by increasing the surface area of the cell."*

GENE_SYMBOL	GENE_TITLE	RANK METRIC SCORE	RUNNING ES	CORE ENRICHMENT
ALPI	alkaline phosphatase, intestinal	0.567796648	0.23066677	Yes
CLIC1	chloride intracellular channel 1	0.313766301	0.2857041	Yes
MYO1A	myosin IA	0.286958218	0.40108258	Yes
ITPR3	inositol 1,4,5-triphosphate receptor, type 3	0.275004119	0.5187957	Yes
SLC22A12	solute carrier family 22 (organic anion/cation transporter), member 12	0.196153551	0.53677195	Yes
ATP6V0A4	ATPase, H ⁺ transporting, lysosomal V0 subunit a4	0.173612088	0.5912813	Yes
B4GALT1	UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 1	0.172640741	0.6692742	Yes
ESPN	espin	0.11148902	0.6440812	No
VIL1	villin 1	0.093789756	0.6644674	No

Supplementary Table 4

GSEA, *Lgr5* related

related to Figure 5b

Gene set derived from Dalerba *et al.*, Nature Biotechnology, (12) 2011, PMID 22081019

GENE_SYMBOL	GENE_TITLE	RANK METRIC SCORE	RUNNING ES	CORE ENRICHMENT
**BMI1**	B lymphoma Mo-MLV insertion region (mouse)	0.765854597	0.09156098	No
**OLFM4**	olfactomedin 4	0.244901061	-0.030712042	No
**PTPRO**	protein tyrosine phosphatase, receptor type, O	0.081057861	-0.21209067	No
**AXIN2**	axin 2 (conductin, axil)	0.079184368	-0.20466925	No
**EGFR**	epidermal growth factor receptor (erythroblastic leukemia viral (v-erb-b) oncogene homolog, avian)	0.025412334	-0.28672633	No
**EZH2**	enhancer of zeste homolog 2 (Drosophila)	0.015512916	-0.30179358	No
**TSPAN6**	tetraspanin 6	-0.039914809	-0.38854417	No
**MLLT10**	myeloid/lymphoid or mixed-lineage leukemia (trithorax homolog, Drosophila); translocated to, 10	-0.060935132	-0.41584736	No
**GPSM2**	G-protein signalling modulator 2 (AGS3-like, C. elegans)	-0.123392902	-0.49707764	No
**HES1**	hairy and enhancer of split 1, (Drosophila)	-0.130449846	-0.48918146	No
**CXCL2**	chemokine (C-X-C motif) ligand 2	-0.157066375	-0.5041212	No
**AQP1**	aquaporin 1 (Colton blood group)	-0.166807607	-0.49501058	No
**MYC**	v-myc myelocytomatosis viral oncogene homolog (avian)	-0.187595636	-0.49645057	No
**STMN1**	stathmin 1/oncoprotein 18	-0.253885895	-0.53387994	Yes
**ASCL2**	achaete-scute complex-like 2 (Drosophila)	-0.26303032	-0.50777704	Yes
**DNMT3A**	DNA (cytosine-5-)-methyltransferase 3 alpha	-0.280733645	-0.48522902	Yes
**LRIG1**	leucine-rich repeats and immunoglobulin-like domains 1	-0.284747571	-0.45076886	Yes
**NOTCH1**	Notch homolog 1, translocation-associated (Drosophila)	-0.304963261	-0.42765117	Yes
**RNF43**	ring finger protein 43	-0.316223234	-0.39317778	Yes
**DPP4**	dipeptidyl-peptidase 4 (CD26, adenosine deaminase complexing protein2)	-0.338856488	-0.3627233	Yes
**CDCA7**	cell division cycle associated 7	-0.375400156	-0.33278096	Yes
**KIF12**	kinesin family member 12	-0.431301415	-0.2972948	Yes
**RGMB**	RGM domain family, member B	-0.472093225	-0.24997981	Yes
**CDK6**	cyclin-dependent kinase 6	-0.590079188	-0.19147776	Yes
**CFTR**	cystic fibrosis transmembrane conductance regulator (ATP-binding cassette sub-family C, member 7)	-0.685600936	-0.10954883	Yes
**LGR5**	leucine-rich repeat-containing G protein-coupled receptor 5	-0.905223489	0.001910388	Yes

**Supplementary
Table 5**

GSEA, BMP inhibitors

related to Figure 5b Gene set derived from GO term 0030514, "negative regulation of BMP signaling pathway", filter settings as described in Materials & Methods

GENE_SYMBOL	GENE_TITLE	RANK METRIC SCORE	RUNNING ES	CORE ENRICHMENT
**CTDSP1**	CTD (carboxy-terminal domain, RNA polymerase II, polypeptide A) small phosphatase 1	0.09614034	-0.30160755	No
**GSK3B**	glycogen synthase kinase 3 beta	0.060752008	-0.3382314	No
**CHRD**	chordin	0.059891008	-0.32064706	No
**SOSTDC1**	sclerostin domain containing 1	0.017844023	-0.38265622	No
**CTDSPL**	CTD (carboxy-terminal domain, RNA polymerase II, polypeptide A) small phosphatase-like	0.012922896	-0.38564318	No
**MAPK1**	mitogen-activated protein kinase 1	-0.03782884	-0.45758638	No
**SMURF1**	SMAD specific E3 ubiquitin protein ligase 1	-0.102476731	-0.52727246	Yes
**SMURF2**	SMAD specific E3 ubiquitin protein ligase 2	-0.106276728	-0.49877033	Yes
**TMPRSS6**	transmembrane protease, serine 6	-0.11507488	-0.4768934	Yes
**MAP3K7**	mitogen-activated protein kinase kinase kinase 7	-0.162428096	-0.4892843	Yes
**SKI**	v-ski sarcoma viral oncogene homolog (avian)	-0.207304314	-0.47692716	Yes
**BAMBI**	BMP and activin membrane-bound inhibitor homolog (Xenopus laevis)	-0.208975464	-0.4114534	Yes
**HFE2**	hemochromatosis type 2 (juvenile)	-0.237576619	-0.36506334	Yes
**CER1**	cerberus 1, cysteine knot superfamily, homolog (Xenopus laevis)	-0.282663107	-0.3139815	Yes
**NOG**	noggin	-0.299755633	-0.23184884	Yes
**CHRD1**	chordin-like 1	-0.397747695	-0.15753473	Yes
**GREM1**	gremlin 1, cysteine knot superfamily, homolog (Xenopus laevis)	-0.69200325	0.009226845	Yes

**Supplementary
Table 6**

human colon fibroblasts (GSE29316) and murine intestinal mesenchyme (GSE17840) treated with Hh ligand **red**: significantly upregulated upon Hh ligand treatment, **blue**: significantly downregulated

related to Figure 5c-f

GSE29316 – Chen <i>et al.</i>			GSE17840 – Zacharias <i>et al.</i>				
	Untreated vs. SHH treated			Vehicle vs. Shh		Vehicle vs. Ihh	
Gene	Fold change	P-value (BH-	Gene	Fold change	P-value (BH-	Fold change	P-value (BH-
**BAMBI**	0.17197006	0.05354276	**Bambi**	0.17201500	0.07754563	0.09012142	0.31758510
**BMP4**	0.23971321	0.00765592	**Bmp4**	-0.26967559	0.07306182	-0.15313203	0.30216208
**BMP5**	-0.02885923	0.71015960	**Bmp5**	-0.15226793	0.30025121	-0.27580747	0.15734066
**CER1**	0.11066081	0.22702320	**Cer1**	-0.15044605	0.07754563	-0.07758434	0.31758510
**CHRD1**	0.41957609	0.00034994	**Chrd1**	-0.16446043	0.26057328	-0.16208432	0.30216208
**FOXL1**	-1.23472503	0.00000049	**Foxl1**	-0.29174262	0.03091778	-0.20046922	0.19530849
**GDF10**	0.17679518	0.15139372	**Gdf10**	-0.60403320	0.03091778	-0.37953272	0.20704949
**GLI1**	-0.55866688	0.00063000	**Gli1**	-0.79410970	0.02004430	-0.98245485	0.00798679
**GLI2**	-0.21144063	0.06352696	**Gli2**	-0.27549293	0.02937271	-0.37676960	0.01131978
**GLI3**	1.23973303	0.00000050	**Gli3**	-0.07878173	0.26057328	-0.09462075	0.22536717
**GPX3**	0.13928383	0.08174368	**Gpx3**	-0.47497599	0.02004430	-0.27905292	0.13538626
**GREM1**	1.17980510	0.00000015	**Grem1**	0.25820631	0.02004430	0.40374030	0.00474189
**HFE2**	-0.13517016	0.13938619	**Hfe2**	0.13665878	0.09654544	0.12717822	0.20589278
**HHIP**	0.05015396	0.58110825	**Hhip**	-0.07450749	0.37373281	-0.08376191	0.31758510
**MAP3K7**	0.06650297	0.38944629	**Map3k7**	-0.09572554	0.37373281	-0.08308812	0.39957787
**NOG**	1.18680176	0.00000006	**Nog**	0.03334358	0.75587367	-0.13155465	0.30216208
**PTCH1**	-1.08333744	0.00005091	**Ptch1**	-0.41723761	0.02004430	-0.42565353	0.01627687
**PTCH2**	-0.13359180	0.18359789	**Ptch2**	-0.32795230	0.02004430	-0.30777202	0.04036567
**SKI**	0.07545063	0.46177172	**Ski**	0.24780600	0.02004430	0.12877017	0.20704949
**SMO**	-0.14299272	0.09446659	**Smo**	0.03699820	0.75587367	-0.05888694	0.55363542
**SMURF1**	0.06461602	0.40694905	**Smurf1**	0.17993062	0.12616071	0.12381775	0.30596290
**SMURF2**	-0.39567491	0.00022877	**Smurf2**	-0.17897209	0.07114918	-0.07343600	0.36453459
**SOSTDC1**	-0.03895256	0.65761576	**Sostdc1**	0.81250873	0.02004430	0.25789511	0.31758510
**TMPRSS6**	-0.00603307	0.93116259	**Tmprss6**	0.00118962	0.98667039	0.12361946	0.20987309

How the deposited data were processed for this re-analysis (not part of the article)

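Gene expression was measured in whole colon of 4 Ptch1ΔCol1 mice and 4 controls, 7 days after tamoxifen, on Affymetrix Mouse Gene ST 2.0 arrays of 1 colour. The authors normalized the arrays by robust multi-array average with median polish, and the deposited values are on a log2 scale with 2 decimals. The software, its version and the annotation behind that step are not given in the sources used here. The paper gives a tamoxifen dose of 5 mg and the sample labels relate it to body weight. Sex, floxed allele and reporter allele of each mouse were taken from the sample labels. Xist was low in 2 of 2 males.

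The values were used as deposited. Of 41345 transcript clusters, 23521 have 1 gene symbol in the probe table, of which 23328 were matched to a RefSeq gene table of assembly GRCm38.p6 by gene ID and took its current symbol. Clusters with several symbols (1814) or none (16010) were left out. For the 1082 genes with several clusters the cluster with the highest mean was used, which left 22180 genes. The 2 groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment, threshold 0.05). Values of single genes and list means were compared by a two-sided exact permutation test over all 70 relabellings of the 8 mice, in which the smallest p is 0.029. The mice are separate animals, and their number limits the precision.

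GSEA followed the paper's methods, which used GSEA 2.1.0 on values that were not log-transformed with permutation of gene sets. Genes were ranked by the signal-to-noise score on linear values, with each SD at least 0.2 of its mean, and each of the paper's 4 sets was compared with 10000 random sets of its size. The fdr reported here is the Benjamini-Hochberg adjusted p over the 4 sets, at the paper's threshold of 0.25. In addition 35 gene lists, the 4 of the paper and 31 others of pathways and cell types, were tested by camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry. Of the listed genes 30 were not measured here. The limma, GSEA and camera steps were tested on simulated data. In the comparison of 4 mice against 4 over 22180 genes, limma recovered 86 of 100 genes changed by a log2 fold change of 1 and 99 of 100 changed by 2, with 11 false calls. The simulated genes varied independently and many were changed at once, which eases the adjusted threshold. These shares thus do not tell how many such changes were missed in the real arrays. There Cilp and Tmem100, at log2 fold changes of 1.29 and 1.37, were not called.

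The sample groups, designs, alternatives, gene lists and the rule for named genes were set before the data were examined, when the paper's Supplementary Tables had been read. Gene names and fold changes of Supplementary Table 1 had been seen when the B cell, lymphoid follicle, interferon, squamous and heat shock lists were written. The rule takes the genes that the paper names for these mice and the BMP inhibitors it names elsewhere. To these it adds, in each direction, the 10 genes with the largest change among those past the threshold without overlap of the groups, filled up by p, and up to 4 members of each list described. The alternatives were the mean of clusters, every cluster tested on its own, dim genes left out (below percentile 40), quantile normalization, median centring, a trended and robust variance, array weights, sex, the reporter allele or the replicate number in the model, either kind of control alone, females only, and each mouse left out in turn. For GSEA they were also log2 values, a ranking by the moderated statistic, permuted mice and sets without Ptch1 or their strongest member. An fdr by GSEA's own definition was added after the values were seen. Neighbours of Ptch1 were taken from the order of genes in the same RefSeq table, whose assembly need not be that of the arrays, and no coordinates are given.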

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

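The tests of linked genetic background, of the share of epithelium, of the male mouse and of lymphoid tissue, and the count of splits for the genes beside Ptch1, were chosen after the result was seen, and the test of the zinc finger family was chosen before. That the linked background and the zinc finger family are both read as open was settled after their values were seen.

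Beside Ptch1 on chromosome 13, 12 genes of the 50 measured on each side of it and Ptch1 itself had an unadjusted p under 0.01, against 2.26 for an average window and 9 in the highest window on another chromosome. Ptch1 and Zfp935 were higher and 10 were lower, among them the zinc finger genes Rsl1 at a log2 fold change of -1.29, Zfp493 at -1.42 and Zfp729a at -0.64. Cdc14b (-0.57), 1810034E14Rik (-0.71) and Prxl2c (-0.43), chosen after their values were seen, are lower without being zinc finger genes. Lower genes on this chromosome were not confined to the window. It holds 3.9% of the genes, and by GSEA score 14 of the 50 lowest here and 4 of the 50 highest. Of the matched genes of Supplementary Table 1 it holds 7 of 48 lower and 3 of 49 upper ones. Unc5a (-0.96) and Adcy2 (-0.74), the lowest of that table, lie on it outside the window. Of the 35 splits of the mice 1, the real split, gave as many genes in this window (12, against 4 for the highest other), which does not exclude chance, because the window was chosen after its genes were seen.

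A candidate explanation for these neighbours is genetic background linked to the floxed allele, since Ptch1ΔCol1 mice are homozygous for it, while the paper states that all mice were on a C57BL/6 background. Placed between the R26-tdTomato controls (0) and the Ptch1ΔCol1 mice (1), the Ptch1fl/+ controls had a median of 0.176 over 11 genes, with a 95% bootstrap interval from -0.485 to 0.328 and 4 genes below 0. Linked background cannot be told apart from an effect of losing Ptch1, because homozygosity for the floxed allele and Cre go together in these mice and the Ptch1 genotype of the R26-tdTomato controls is not given by the labels. By its bound set in advance, a change of the whole zinc finger family stays open as well. The median log2 fold change of 336 such genes on other chromosomes was -0.07, with an interval (-0.1 to -0.06) that touches the bound of -0.1. It was -0.64 for those beside Ptch1, which were picked by their p. A change of that family would not cover the 3 lower neighbours that are not zinc finger genes, which argues against it as the whole cause.

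Proliferation genes were higher in RNA from these whole pieces of normal colon. The lower proliferative activity that the paper reports after stromal Hh activation is the share of Ki67-positive nuclei in tumours (Fig. 6f), another measure in another tissue. Over the list, 18 of 19 genes were higher (camera adjusted p = 1.752e-07; adjusted p = 0.39 with an estimated correlation) while crypt-base stem cell markers were lower. A larger share of epithelium in the pieces would raise both, and the difference in the mean of crypt-base stem cell markers was -0.2103, below every control in 4 of 4 Ptch1ΔCol1 mice, which argues against it as the whole cause. Of other epithelial lists, colonocyte markers (18 of 20 genes) and the brush border set (9 of 9) were higher, as a larger share would give. Tuft cell markers were lower (7 of 9), and goblet and enteroendocrine markers were called in neither direction. Outside the epithelium, smooth muscle (12 of 12), fibroblast (15 of 22) and adipocyte (7 of 7) markers were higher, which a larger epithelial share alone would not give. B cell (13 of 14) and T cell (12 of 12) markers were lower, as it would give, and endothelial and macrophage markers were called in neither direction. Without the male Ptch1ΔCol1 mouse that stands apart, the difference in the mean was 0.2693 for proliferation genes (0.2301 with it) and -0.1327 for crypt-base stem cell markers, 63.1% of that with it, and in both lists the groups stayed apart (exact permutation test, p = 0.0286 for each). That mouse is thus not the whole cause of either difference. A difference in the mix of cells, epithelial or stromal, and an effect of Hh activation stay open, and neither was tested in single cell types. Whether the proliferation genes rose in epithelium or in stroma was not tested.

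B cell markers were lower in 13 of 14 genes (camera adjusted p = 2.272e-06; adjusted p = 0.43 with an estimated correlation), with Spib at a log2 fold change of -1.17 (standard error 0.44) and Fcrl1 at -0.88 (standard error 0.25). None passed, over all genes or when adjusted over the list alone. The paper's Supplementary Table 1, read before this list was written, has Fcrl1, Spib, Pax5 and Faim3 among its lowest genes. The direction of the list is thus not independent evidence. The list mean overlapped between the groups (exact permutation p = 0.08571), and its range within a group reached 1.42 against a difference of -0.82 between them. This is consistent with pieces of colon that hold different amounts of lymphoid tissue whatever the group, with the T cell and lymphoid follicle lists lower too. Without the male Ptch1ΔCol1 mouse the difference was -0.5827 (exact permutation test, p = 0.2) and the groups still overlapped, so the part of that mouse cannot be told apart from the spread between mice, and an effect of Hh activation stays open.

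Smooth muscle markers, outside the sets the paper tests on these arrays, were higher (camera adjusted p = 2.048e-05; adjusted p = 0.39 with an estimated correlation). Immediate early and heat shock genes were higher in 10 of 12 genes (camera adjusted p = 0.0003279; adjusted p = 0.39 with an estimated correlation). None passed over all genes, and Hspb1, a small heat shock protein gene, rose when adjusted over the list alone (log2 fold change 0.57, standard error 0.12, adjusted p = 0.290 over all genes from limma). Supplementary Table 1, read before this list was written, has Hspb1 among its highest genes, so the direction is not independent evidence.

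In 16 of 224 groups of 4 mice 1 mouse stood far from the other 3, where chance gives about 11.2. In controls, replicate 1 was at 9.6 for Grem1 (others 9.37 to 9.4), replicate 3 at 6.17 for Tmem100 (5.87 to 5.9), at 4.07 for Apol7e (4.35 to 4.4), at 8.34 for Ihh (8.46 to 8.48) and at 10.28 for Pyy (others 10.22). Control replicate 2 was at 10.26 for Cftr (10.06 to 10.08), 9.49 for Clca4a (8.9 to 8.99) and 7.74 for Hspb1 (8.01 to 8.05), and control replicate 4 at 6.54 for Rsl1 (5.94 to 6.04). In Ptch1ΔCol1 mice, replicate 1 was at 6.42 for Gli1 (6.36 to 6.37), replicate 4 at 4.4 for Azgp1 (4.78 to 4.82), and replicate 3 at 9.38 for Sox9 (10.09 to 10.11) and 3.1 for Pou2f3 (3.46 to 3.53). Among list means, smooth muscle markers were at -0.2387 in control replicate 4 (others -0.05042 to -0.04458), neutrophil markers at 1.427 in Ptch1ΔCol1 replicate 2 (-0.3183 to -0.182) and squamous epithelium markers at 0.07106 in control replicate 1 (-0.07433 to -0.05971).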

How the results depend on the processing

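The fdr by GSEA's own definition was chosen after the values were seen. For 77 single genes 1446 of 1534 alternative values kept direction and side of the threshold, 64 lost the call, 13 gained it and 11 turned sign. For the counts and sets 122 of 165 kept both, 40 weakened and 3 strengthened. The 64 lost calls of single genes all fell on the 6 genes called without an alternative. Of 20 alternatives each, Gli1 kept its call in 19, Prm1 in 9, Hhip and Cldn1 in 8, and Rsl1 and B930095G15Rik in 6. The other single genes had no call to lose, so most of the 1446 values only stayed uncalled. The array values hold no measure of background by which to set a limit on dim genes. The cause was not tested for any of these changes, except that settings with fewer mice test with fewer samples.

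The number of genes that rose, 4, was 1 with all transcript clusters tested on their own, 10 with median centring, 9 with a trended and robust variance, 1 with sex in the model, 2 with the reporter allele as block, 1 against Ptch1fl/+ controls alone and 0 against R26-tdTomato controls alone. The number that fell, 2, was 1 with the mean of transcript clusters, with quantile normalization and with all transcript clusters, where it was neither Rsl1 nor B930095G15Rik. These counts can hold genes other than those called without the alternative. With sex in the model, the reporter allele as block, Ptch1fl/+ controls alone, R26-tdTomato controls alone or females only, 0 fell by limma, with 1146, 1024, 572, 703 and 1297 lower at an unadjusted p under 0.05. With 1 mouse left out the counts were from 1 (without Ptch1ΔCol1 replicate 1 or any control) to 10 (without Ptch1ΔCol1 replicate 3) higher and from 0 to 2 lower. With the replicate block, 2 rose and 1 fell. The replicate numbers do not pair the mice, since the residual correlation of mice with the same number was from -0.05 to 0.03.

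In place of 9 higher and 9 lower lists, 0 and 0 passed with an estimated correlation and 0 and 0 by fry. The number of lower lists was 5 with dim genes left out, 2 with females only, and from 2 (without Ptch1ΔCol1 replicate 3) to 10 (without Ptch1ΔCol1 replicate 1) with 1 mouse left out, with 5 without control replicate 2 and 4 without control replicate 4. For higher lists it was from 7 to 11, and lists outside the 9 enter these counts. With mice permuted in place of gene sets, the GSEA fdr was 0.152 for the Hedgehog pathway, brush border and BMP sets and 0.200 for the Lgr5-related set. The Lgr5-related set had a GSEA score of -1.058 on log2 values, and the Hedgehog pathway set had p = 0.385 by camera with an estimated correlation and p = 0.264 by fry.

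The Chrd log2 fold change turned to -0.082 with array weights, -0.01 against R26-tdTomato controls, -0.21 in females, and was from -0.10 to 0.12 with 1 mouse left out. The Sostdc1 log2 fold change turned to -0.00756 with array weights, -0.0125 against Ptch1fl/+ controls, -0.02 in females, and was from -0.0325 to 0.0342 with 1 mouse left out.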

Differences from the paper's values

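The paper's fdr is GSEA's own and the fdr here is the Benjamini-Hochberg adjusted p over 4 sets, and all 4 sets pass the paper's threshold of 0.25 in both. For the Hedgehog pathway set the paper's fdr is 0.001 and the value here 0.00317. None of the alternatives set before the data were examined comes within 1.5 times, and the fdr by GSEA's definition, chosen after seeing the values, is 0.00128 and drops none of the paper's 4 sets. For the brush border set the paper's fdr is 0.086 and the value here 0.0410. It is within 1.5 times with dim genes left out (0.0760), females only (0.0979), the set without Alpi (0.0690), and without Ptch1ΔCol1 replicate 1 (0.0629), 2 (0.125) or 3 (0.0641) or control replicate 2 (0.101) or 4 (0.0579), and not under the other alternatives. For the Lgr5-related set the paper's fdr is 0.0313 and the value here 0.00655, and it is within 1.5 times for the set without Lgr5 (0.0249) and under no other alternative. For the negative regulators of BMP signalling the paper's fdr is 0.092 and the value here 0.0202. It is within 1.5 times on log2 values (0.0817), with dim genes left out (0.0863) and without Ptch1ΔCol1 replicate 2 (0.0636) or 3 (0.0641), and not under the others. For these 3 sets the GSEA definition gave 0.0373, 0.00892 and 0.0140.

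For Hhip the paper's fold change in Supplementary Table 1 is 2.2774 and the value here 3.57, and the alternatives run for it (mean of transcript clusters, quantile normalization, median centring) gave 3.57 to 3.64. The table gives Hhip and Cldn1 the same fold, and its score for Hhip, 1.681, is 1.684 here. Of the 97 matched genes of that table, Krtap16-1 alone had a score further than 0.1 from the paper's. Of the 70 matched members of the 4 sets in Supplementary Tables 2 to 5, 68 had a score within 0.1. The other 2, named after their values were seen, are Itpr3 in the brush border set (the paper's score 0.275, here 0.0205) and Axin2 in the Lgr5-related set (the paper's 0.0792, here -0.155, with the sign turned). With the mean of transcript clusters, quantile normalization or log2 values neither came within 0.1, with scores of 0.00192 to 0.157 for Itpr3 and -0.122 to -0.0312 for Axin2. The lowest gene of the table is Unc5a, which has a score of -1.52 here, and 21 of its 48 matched lower genes are among the 50 lowest here. Except Krtap16-1, those 48 stood at places 22081 to 22178 of 22180 here. The lowest here, Rsl1 (-2.05), is not in the table.

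The paper describes Lgr5, Cdca7, Cdk6, Grem1 and Nog as reduced and Ptch1, Gdf10, Foxl1 and Gpx3 as raised. Here each had that direction, and none passed an adjusted p of 0.05 over all genes in limma, where Gli1 and Hhip did. Ptch1 passed with median centring or a trended and robust variance (adjusted p from 0.0347 to 0.875 over the alternatives). The legend of Fig. 5 speaks of loss of secreted BMP inhibitors. The paper's own set of negative regulators was lower here (GSEA score -1.66), and in the list of 14 secreted BMP antagonists 8 were higher and 6 lower, with a mean log2 fold change of -0.00. The 6 lower were Grem1, Nog, Chrdl1, Chrdl2, Twsg1 and Cer1. Of the 8 higher, Fst, Fstl1, Fstl3, Nbl1, Bmper and Sost are not in the paper's set, so the mean of the list is no measure of that set. For lower Grem1 the paper also has Hh-treated cells (Fig. 5c to 5f) and tumours (Fig. 5g and Fig. 6g), which these arrays do not test.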

Other observations

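The count of splits over the lists left without the paper's sets and the Hh targets was chosen after the result was seen, and the other counts of splits before.

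Among other cell types, 7 of 7 adipocyte markers were higher, with Retn at a log2 fold change of 0.80 (standard error 0.50) and Lep, the leptin gene, at 0.58 (standard error 0.18). None passed, over all genes or when adjusted over the list alone (camera adjusted p = 0.00684; adjusted p = 0.54 with an estimated correlation), and the list did not pass camera without Ptch1ΔCol1 replicate 1 or control replicate 4. Of 8 skeletal muscle markers 7 were higher, with none past either test (camera adjusted p = 0.0219; adjusted p = 0.39 with an estimated correlation), and the list did not pass camera without Ptch1ΔCol1 replicate 3 (adjusted p = 0.0654), with dim genes left out (0.0575) or in females alone (0.0649). Of 13 interferon response genes 11 were lower and none passed over all genes, while Cxcl10, a chemokine gene, and Ifit3 fell when adjusted over the list alone. Cxcl10 had a log2 fold change of -0.57 (standard error 0.12) and Ifit3 one of -0.65 (standard error 0.17). Both are among the lowest genes of Supplementary Table 1, read before the interferon list was written, so its direction is not independent evidence. That list passed camera (adjusted p = 0.0106; adjusted p = 0.54 with an estimated correlation), but not without Ptch1ΔCol1 replicate 3 or control replicate 4 or in females alone.

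All 12 T cell markers and all 5 measured genes of lymphoid follicle stroma were lower, none past the test over all genes or over the list alone (camera adjusted p = 0.0216 and 0.0334; adjusted p = 0.54 for both with an estimated correlation). Of 14 Wnt response genes 12 were lower, with none past either test, among them Lef1 at -0.26 (standard error 0.13) and Rnf43 at -0.18 (standard error 0.10). Sox9, at a log2 fold change of -0.27 (standard error 0.16), had 1 Ptch1ΔCol1 mouse far below the others. The list passed camera (adjusted p = 0.0327; adjusted p = 0.54 with an estimated correlation). Of 9 tuft cell markers 7 were lower, and Pou2f3, the transcription factor of tuft cells, fell when adjusted over the list alone, with a log2 fold change of -0.48 (standard error 0.12; camera adjusted p = 0.0442 for the list; adjusted p = 0.54 with an estimated correlation). Without Ptch1ΔCol1 replicate 3, the male that stands apart, or in females alone, camera did not call these 4 lists. The T cell call was also lost without control replicate 2, the follicle call without Ptch1ΔCol1 replicate 1 or 2 or control replicate 2 or 4, the Wnt response call without control replicate 2 or 4, and the tuft cell call without Ptch1ΔCol1 replicate 4 or control replicate 3 or 4. With dim genes left out the T cell (adjusted p = 0.346), follicle (0.0822) and tuft cell (0.264) calls were lost, and the tuft cell call also with the mean of transcript clusters (0.0743) and with the replicate block (0.0541).

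The lists that did not pass camera, beside the Hedgehog pathway set and the lists of BMP ligands, BMP response genes and secreted BMP antagonists given with the claims, were those of lymphatic endothelial markers (adjusted p = 0.075), enteric neuron and glia markers (0.0979), Hedgehog ligands and co-receptors (0.260), enteroendocrine cell markers (0.327), neutrophil markers (0.390), squamous epithelium markers (0.406), goblet cell markers (0.639), pancreatic acinar markers (0.713), stromal Wnt ligands and inhibitors (0.841), plasma cell markers (0.841), endothelial markers (0.881), macrophage and monocyte markers (0.991) and markers of interstitial cells of Cajal (0.991). Without Ptch1ΔCol1 replicate 3, camera called endothelial markers (adjusted p = 0.000387), macrophage and monocyte markers (0.00826) and enteric neuron and glia markers (0.0154) higher. In females alone it called endothelial markers (2.04e-05), enteric neuron and glia markers (0.0223) and plasma cell markers (0.0345) higher. Enteric neuron and glia markers also passed without control replicate 1 (0.0475). Without Ptch1ΔCol1 replicate 1, lymphatic endothelial markers (0.0165) and Hedgehog ligands and co-receptors (0.0126) were called lower, the former also without Ptch1ΔCol1 replicate 2 (0.0342) and with the replicate block (0.0492). When adjusted over the list alone, Prox1 fell (-0.48), S100b, a glial gene, rose (0.68), Pyy, an enteroendocrine hormone gene, rose (0.43), Etv1 rose (0.42) and Kit fell (-0.26), and none of them passed over all genes. Median and mean differ in sign for enteroendocrine markers (-0.04 and 0.04), squamous markers (-0.01 and 0.06), goblet markers (0.00 and -0.14), acinar markers (0.00 and -0.02), stromal Wnt genes (0.06 and -0.05) and markers of interstitial cells of Cajal (-0.07 and 0.01). For macrophage markers both are negative (-0.06 and -0.04) while camera's direction is higher. limma's interaction test of the response in the 4 mice with a tdTomato reporter allele, under either of its 2 label names, against the 4 without it gave 0 genes past an adjusted p of 0.05 (1165 at an unadjusted p under 0.05, where chance gives 1109).

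The 8 mice make 35 splits into 4 and 4. For the 6 genes past the adjusted p, 1 split, the real split, gave a result as large (the highest other gave 1). That is the fewest that 35 splits allow, so it does not by itself exclude chance. Of these genes Gli1, Hhip, Cldn1 and Prm1 are also listed by the paper from the same mice. For the gene lists past camera 1 split, again the real one, gave a result as large (18 lists, against 17 for the highest other). This does not exclude chance, because the lists hold sets that the paper reports from these mice and Hh target genes that it names. Over the lists left without the paper's 4 sets and the Hh targets, some of them written after Supplementary Table 1 had been read, 7 splits gave a result as large (14 lists, against 16 for the highest other), so chance cannot be excluded for the number of lists. Other splits gave that many lists with 0 genes past. The preset correlation of 0.01 is below estimates such as 0.68 for B cell, 0.53 for smooth muscle and 0.21 for proliferation lists. A preset that is too low makes camera's p too small. The splits were not run with estimated correlations, so this cause was not tested. For the GSEA scores, here without sign and from fewer random sets than at the claims, chance cannot be excluded. In the Hedgehog pathway set 4 splits gave a score as large (2.011, highest other 2.144), in the brush border set 3 (1.556, highest other 1.67), in the Lgr5-related set 6 (1.827, highest other 2.129) and in the negative regulators of BMP signalling 2 (1.666, highest other 1.963).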
